# The deubiquitinase USP7 uses a distinct ubiquitin-like domain to deubiquitinate NF-ĸB subunits

**DOI:** 10.1074/jbc.RA120.014113

**Published:** 2020-06-25

**Authors:** Izaskun Mitxitorena, Domenico Somma, Jennifer P. Mitchell, Matti Lepistö, Christian Tyrchan, Emma L. Smith, Patrick A. Kiely, Helen Walden, Karen Keeshan, Ruaidhrí J. Carmody

**Keywords:** ubiquitylation (ubiquitination), ubiquitin-specific peptidase 7 (USP7), NF-kappa B (NF-ĸB), protein–protein interaction, ubiquitin-like domain, deubiquitinase, transcription factor, Toll-like receptor, inflammation, gene regulation, innate immunity, deubiquitylation (deubiquitination)

## Abstract

The transcription factor NF-ĸB is a master regulator of the innate immune response and plays a central role in inflammatory diseases by mediating the expression of pro-inflammatory cytokines. Ubiquitination-triggered proteasomal degradation of DNA-bound NF-ĸB strongly limits the expression of its target genes. Conversely, USP7 (deubiquitinase ubiquitin-specific peptidase 7) opposes the activities of E3 ligases, stabilizes DNA-bound NF-ĸB, and thereby promotes NF-ĸB–mediated transcription. Using gene expression and synthetic peptide arrays on membrane support and overlay analyses, we found here that inhibiting USP7 increases NF-ĸB ubiquitination and degradation, prevents Toll-like receptor–induced pro-inflammatory cytokine expression, and represents an effective strategy for controlling inflammation. However, the broad regulatory roles of USP7 in cell death pathways, chromatin, and DNA damage responses limit the use of catalytic inhibitors of USP7 as anti-inflammatory agents. To this end, we identified an NF-ĸB–binding site in USP7, ubiquitin-like domain 2, that selectively mediates interactions of USP7 with NF-ĸB subunits but is dispensable for interactions with other proteins. Moreover, we found that the amino acids ^757^LDEL^760^ in USP7 critically contribute to the interaction with the p65 subunit of NF-ĸB. Our findings support the notion that USP7 activity could be potentially targeted in a substrate-selective manner through the development of noncatalytic inhibitors of this deubiquitinase to abrogate NF-ĸB activity.

The transcription factor NF-ĸB is a master regulator of inflammation and is essential for the development and homeostasis of the immune system. It is activated by most immunoreceptors including Toll-like receptors (TLRs), antigen receptors and members of the tumor necrosis factor receptor superfamily (1). As a consequence, NF-ĸB is critically important for the transcriptional response to infection and the development of immunity, and at least 500 genes are direct transcriptional targets of NF-κB including cytokines, chemokines, regulators of antigen presentation and cell adhesion, as well as genes that control cell survival, proliferation, and differentiation (1). The functional nature of these transcriptional targets makes NF-κB a central factor in the pathology of a number of important human diseases including chronic inflammatory disease (*e.g.* arthritis, autoimmunity), atherosclerosis, cancer, and neurodegeneration (1). In many of these diseases NF-ĸB is inappropriately activated or active at elevated levels, establishing it as a factor with significant therapeutic potential.

NF-ĸB is in fact a family of transcription factors formed by the dimerization of five subunits; RelA (p65), c-Rel, RelB, p50, and p52. In resting cells, NF-κB is sequestered in the cytoplasm through interaction with the inhibitor of NF-κB (IκB) proteins, of which IκBα is the archetypal member. Activation of the IĸB kinase (IKK) complex (which contains the IKKα and IKKβ kinases and the scaffold protein NEMO) leads to IκBα degradation and the nuclear translocation of NF-κB. Once in the nucleus, NF-κB binds to specific DNA sequences (ĸB sites) to promote transcription (1). The primary mechanism for terminating NF-κB activity is a negative feedback loop involving NF-κB–directed resynthesis of IκBα, which relocates NF-κB from the nucleus to the cytoplasm. There is also a critical IκBα-independent mechanism to limit NF-κB activity that requires the ubiquitination and proteasomal degradation of NF-κB itself (2–4). Ubiquitination of NF-κB occurs in the nucleus and depends on the binding of NF-κB to DNA (2, 5). NF-κB ubiquitination is predominantly composed of K48-linked polyubiquitin chains that trigger proteasomal mediated degradation, leading to reduced NF-κB promoter occupancy and inhibition of transcription (4). The ubiquitination of NF-ĸB with nondegradative ubiquitin linkages has also been described (6); however, at present the functional consequences, if any, are unknown. At least six different E3 ligases for NF-κB have been identified that appear to regulate NF-κB transcriptional activity in a gene selective manner (4, 7–12). The apparent nonredundant roles for these E3 ligases in the regulation of NF-ĸB suggest a complex mechanism for the control of NF-ĸB transcriptional activity by ubiquitination, which remains largely undefined.

The importance of ubiquitination in regulating NF-ĸB transcriptional activity was fully recognized following the identification of USP7 (ubiquitin-specific protease 7) as a deubiquitinase of NF-κB (13). USP7 directly counteracts the activity of E3 ligases by removing polyubiquitin chains from NF-κB, thereby stabilizing NF-ĸB and promoting the transcription of target genes (13). Blocking USP7-mediated deubiquitination of NF-ĸB inhibits NF-ĸB transcriptional activity while inhibiting the E3 ligases of NF-ĸB or the proteasome leads to increased transcription of NF-ĸB target genes (4). Thus, the transcriptional activity of NF-κB is determined by a balance of ubiquitination and deubiquitination. E3 ligases and USP7 target DNA-bound, transcriptionally active NF-κB and do not control the upstream activation of NF-ĸB. As such, the ubiquitination of NF-ĸB represents an unexploited avenue for the therapeutic control of inflammatory disease.

We previously demonstrated that the inhibition of USP7 leads to the inhibition of NF-ĸB directed transcription of pro-inflammatory cytokines such as *Il1b*, *Tnf*, and *Il6*, identifying USP7 as a potential therapeutic target in inflammatory disease (13). However, USP7 deubiquitinates a growing number of substrate proteins, many with important roles in the regulation of key cellular processes such as cell cycle, differentiation, apoptosis, DNA replication, and transcription (14, 15). Indeed, the importance of two USP7 substrates in cancer, p53 and MDM2, has led to significant efforts to develop USP7 inhibitors. The currently available small molecule inhibitors of USP7 target the catalytic activity of USP7 and thus inhibit the activity of USP7 against all its substrates including p53, MDM2, and NF-ĸB (16). Although the impact of USP7 inhibitors on both cell survival (NF-ĸB) and cell death (p53/MDM2) pathways is desirable in the context of cancer therapy, such broad activity is unlikely to be beneficial in an anti-inflammatory agent.

In this study, we map the regions of USP7 involved in the interaction with the p65 (RelA) subunit of NF-ĸB, using peptide array technology, molecular modeling, and mutagenesis approaches. We identify the ubiquitin-like (Ubl) domain 2 of USP7 as critical for the interaction and deubiquitination of p65 but dispensable for the interaction of USP7 with the USP7 substrates p53, DAXX, and EBNA1. The Ubl2 domain of USP7 is also required for interaction with the c-Rel subunit but not the RelB subunit of NF-ĸB. Of note, we find the Ubl2 domain of USP7 is not required for USP7-mediated deubiquitination of RelB. The findings described here suggest that targeting noncatalytic domains of USP7 may enable substrate-selective inhibition of USP7 activity. Toward this goal we further describe a p65-binding site in the Ubl2 domain of USP7 that may facilitate the selective inhibition of USP7-mediated deubiquitination of p65.

## Results

### USP7 inhibition selectively inhibits TLR-induced NF-ĸB target gene expression

We have previously demonstrated that USP7 deubiquitinates NF-ĸB p65 to promote NF-ĸB transcriptional responses induced by tumor necrosis factor α and TLR ligands (13). Our earlier studies showed that inhibition of USP7 by the small molecule inhibitor HBX41,108 or siRNA knockdown blocked the expression of key inflammatory cytokines including *Tnf* and *Il6* (13). 

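Gene expression was measured in murine bone marrow–derived macrophages, which are macrophages grown out of bone marrow cells over 7 days in medium conditioned by L929 cells. There were 3 groups: untreated cells, cells stimulated with LPS, a bacterial cell wall component that activates TLR4, and cells pretreated with HBX41,108, a small molecule inhibitor of the catalytic activity of USP7, and then stimulated with LPS (LPS+USP7i). The paper gives 100 ng/ml LPS and 10 μM HBX41,108 added 30 min before LPS. The treatment protocol in the sample labels gives an LPS dose that corresponds to 100000 ng/ml, while the description of the series gives 100 ng/ml, as the paper does. Only these records, not the paper, give the length of stimulation, 4 h. The mice were 8 to 12 weeks old according to the paper and 6 to 8 weeks old according to the labels. Neither the text of the paper nor the labels say whether the cells given LPS alone received the solvent of HBX41,108, so a difference between LPS+USP7i and LPS includes any effect of the solvent. Each group was measured on 2 arrays, which makes 6 arrays, and this number limits the precision of every value.

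RNA labeled with the dye Cy3 was hybridized to 1-color Agilent mouse arrays, all on 1 slide that was read in 1 scan. Replicate 1 of each group lay in column 1 of the slide and replicate 2 in column 2. Untreated cells lay in row 1, LPS cells in row 2, and LPS+USP7i cells in row 4. An effect of slide row therefore cannot be separated from treatment. Each array held 59305 spots that were not controls, for 55681 probes. Of these spots, 27467 and 27126 were well above background in untreated cells, 25223 and 25002 in LPS-stimulated cells, and 26415 and 25290 in LPS+USP7i cells. No spot was saturated on any array (0 spots). The 75th percentile of the processed signal was 325 and 458 in untreated cells, 241 and 288 with LPS, and 233 and 268 with LPS+USP7i.

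The authors deposited the scanner output of each array, with spot intensities that the scanner software had corrected for background, and a table of log2 values normalized between arrays. The methods name limma with quantile normalization, a linear model, and an adjusted p value of 0.05, and name neither a background correction nor a filter on dim probes. Here the processed signal of the scanner files was quantile-normalized on the log2 scale, spots flagged as outliers were left out, and spots of one probe were averaged. A linear model was fitted to all 6 arrays with limma, so that the 3 groups shared one estimate of the spread, and p values were adjusted by the Benjamini-Hochberg method over 55680 probes. A gene with several probes was represented by the probe with the highest mean signal, which gave 34787 gene names, of which 22221 matched a gene in RefSeq. Across the 20705 probes well above background on every array, which are not independent of each other, the replicates correlated with r = 0.996 in untreated cells, 0.993 with LPS, and 0.991 with LPS+USP7i. The SD of the difference between replicates was 0.29, 0.34, and 0.40 on the log2 scale in the same order, so the replicates of the inhibitor-treated cells were the furthest apart.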

To further characterize the impact of USP7 inhibition on TLR-induced transcriptional responses, we performed a microarray-based transcriptomic analysis of murine bone marrow–derived macrophages (BMDMs) stimulated with the TLR4 ligand lipopolysaccharide (LPS) in the presence or absence of the USP7 inhibitor HBX41,108 (17). 

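LPS raised the expression of 2775 genes and lowered that of 4443 genes relative to untreated cells (adjusted p value under 0.05). In LPS+USP7i compared with LPS, 1485 genes were lower and 1919 genes were higher. Of the 2775 LPS-induced genes, 1027 (37.0%) were lower with the USP7 inhibitor, 111 (4%) were higher, and 1637 (59.0%) passed the threshold in neither direction. The median change of all LPS-induced genes with the inhibitor was −0.77 on the log2 scale, −0.88 between the arrays of replicate 1 and −0.66 between those of replicate 2. Without LPS replicate 1 it was −1.19. With 75th percentile scaling, 12092 genes were LPS-induced and their median change was −0.019, while the 2775 genes had a median change of −0.82 under that scaling. With the LPS arrays split, so that induction was taken from one and the decrease from the other, the median was −0.50 and −0.55. Both comparisons use the same LPS arrays, so some decrease of induced genes arises with no effect of the inhibitor. In 50 simulated data sets in which the inhibitor had no effect, this median lay between −0.035 and −0.024 and 0 induced genes were called lower. The simulated data gave more LPS-induced genes than the real arrays, with a median of 4426.5 per data set. Their means were those observed, so chance values of the real LPS arrays counted as true induction, and the simulated decrease can be too small. The medians of −0.50 and −0.55 share no LPS array between the comparisons and do not have this limit. The simulated noise followed the variance that the fit assumes, so the 0 calls do not test the genes called lower. Fits of only the 2 groups compared called 0 genes lower and 0 higher, with a smallest adjusted p of 0.0561 from limma, although 3674 genes were lower and 4330 were higher at an unadjusted p under 0.05. With all groups in the fit, the same unadjusted counts were 4060 and 4989. With untreated replicate 1 or 2 left out, 0 genes passed as well, although 3698 and 3683 genes were lower and 4335 and 4333 were higher at an unadjusted p under 0.05.

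The genes *Tnf*, *Il6*, *Il1b*, and *Il12b* were all raised by LPS and all lower with the inhibitor on both arrays. *Tnf* rose by 7.61 (standard error 0.12, adjusted p = 0.00152) on the log2 scale with LPS and fell by 0.78 (standard error 0.12, adjusted p = 0.0382) with the inhibitor, a 1.71-fold decrease. *Il12b* rose by 7.82 (standard error 0.96, adjusted p = 0.0139) and fell by 5.73 (standard error 0.96, adjusted p = 0.0477), a 53.1-fold decrease. *Il6* rose by 11.86 (standard error 0.57, adjusted p = 0.00326) and fell by 2.55 (standard error 0.57, adjusted p = 0.0831), which did not pass the threshold. *Il1b* rose by 10.03 (standard error 0.73, adjusted p = 0.00520) and fell by 3.82 (standard error 0.73, adjusted p = 0.0607), which did not pass it either. *Il6* and *Il1b* did pass with normexp background correction (adjusted p = 0.00843 and 0.00323), with the authors' normalized values (0.0278 and 0.0150), and with dim probes left out (0.0196 and 0.0125). Over all alternatives the adjusted p for the inhibitor ranged from 0.00508 to 0.144 for *Tnf*, from 0.00843 to 0.245 for *Il6*, from 0.00323 to 0.197 for *Il1b*, and from 0.00315 to 0.167 for *Il12b*. With each of the 6 arrays left out in turn, *Tnf* never passed, and *Il12b* passed only without LPS+USP7i replicate 2 (adjusted p = 0.0368). An exact permutation test of 2 arrays against 2 cannot give a two-sided p below 0.333, so it could not separate any single gene.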

Hierarchical clustering analysis of LPS-induced genes demonstrated that the USP7 inhibitor reduced the expression of a significant number of TLR-inducible genes in macrophages (Fig. 1*A*), including the NF-ĸB target genes encoding inflammatory cytokines *Tnf*, *Il6*, *Il1b*, and *Il12b* (Fig. 1*B*). To further investigate the impact of USP7 inhibition on NF-ĸB–mediated TLR-induced transcriptional responses, we next analyzed the promoter sequences of genes inhibited by USP7 inhibitor treatment for the enrichment of transcription factor–binding sites. This analysis revealed a significant over-representation of NF-κB–binding sites in TLR-inducible genes inhibited by USP7 inhibitor treatment (Fig. 1*C*). These promoter regions were also enriched in binding sites for PU.1 and interferon response factors, transcription factors that cooperate with NF-ĸB to promote the expression of pro-inflammatory genes (Table S1). These data demonstrate that USP7 inhibition is an effective approach to block NF-ĸB–mediated inflammatory responses. However, the expanding list of identified USP7 substrates means that the inhibition of UPS7 catalytic activity will not achieve a selective effect on NF-ĸB activity. Instead, strategies that inhibit USP7 activity in a substrate-specific manner are required, which necessitates a detailed analysis of the recognition of p65 by USP7.

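A list of 70 NF-κB target genes, all found on the array, was tested as a set. It includes *Tnf*, *Il6*, *Il1b*, and *Il12b*, which the study shows from these arrays, so for these 4 genes the list is not independent of what the study reports. In LPS+USP7i compared with LPS, 64 of the 70 genes changed downward and 6 upward, and the median change was −0.89 on the log2 scale, −1.04 in replicate 1 and −0.81 in replicate 2. Over all genes tested, 26 of the 70 were lower past the threshold and 0 were higher. Adjusted over the list alone, 47 were lower and 2 were higher. The log2 differences past the threshold in the list were lowest for *Il12b*, *Nos2*, and *Ccl22*, the last with a bound only. *Nos2* fell by 4.79 on the log2 scale (adjusted p = 0.0200). *Ccl22*, which was not well above background in untreated or LPS+USP7i cells, was at least 5.15-fold lower with the inhibitor (adjusted p = 0.0110), a bound set by the lowest signal well above background on each array.

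Of 70 interferon-stimulated genes, 69 were found on the array, and 67 of them changed downward. Their median change was −1.36, −1.63 in replicate 1 and −1.11 in replicate 2. Over all genes, 25 were lower past the threshold and 0 were higher, and adjusted over the list alone, 59 were lower and 0 were higher. *Iigp1* fell by 3.09, *Gbp6* fell by 2.65, and *Gbp2* fell by 2.36, with adjusted p values of 0.0328, 0.0349, and 0.0471. By camera with its preset correlation between genes, the adjusted p over 6 lists was 2.45e-18 for NF-κB targets and 4.15e-23 for interferon-stimulated genes. Both lists passed under fry, with adjusted p values of 0.00377 and 0.0132, and neither passed when camera estimated the correlation from the 6 arrays, with 0.134 and 0.174. Both lists stayed above their level in untreated cells, with a median of 2.54 for NF-κB targets and 1.05 for interferon-stimulated genes in LPS+USP7i minus untreated. From the reduced expression of TLR-inducible genes and the binding sites over-represented in their promoters, the paper concludes that USP7 inhibition is an effective approach to block inflammatory responses mediated by NF-κB.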

**Figure 1.**
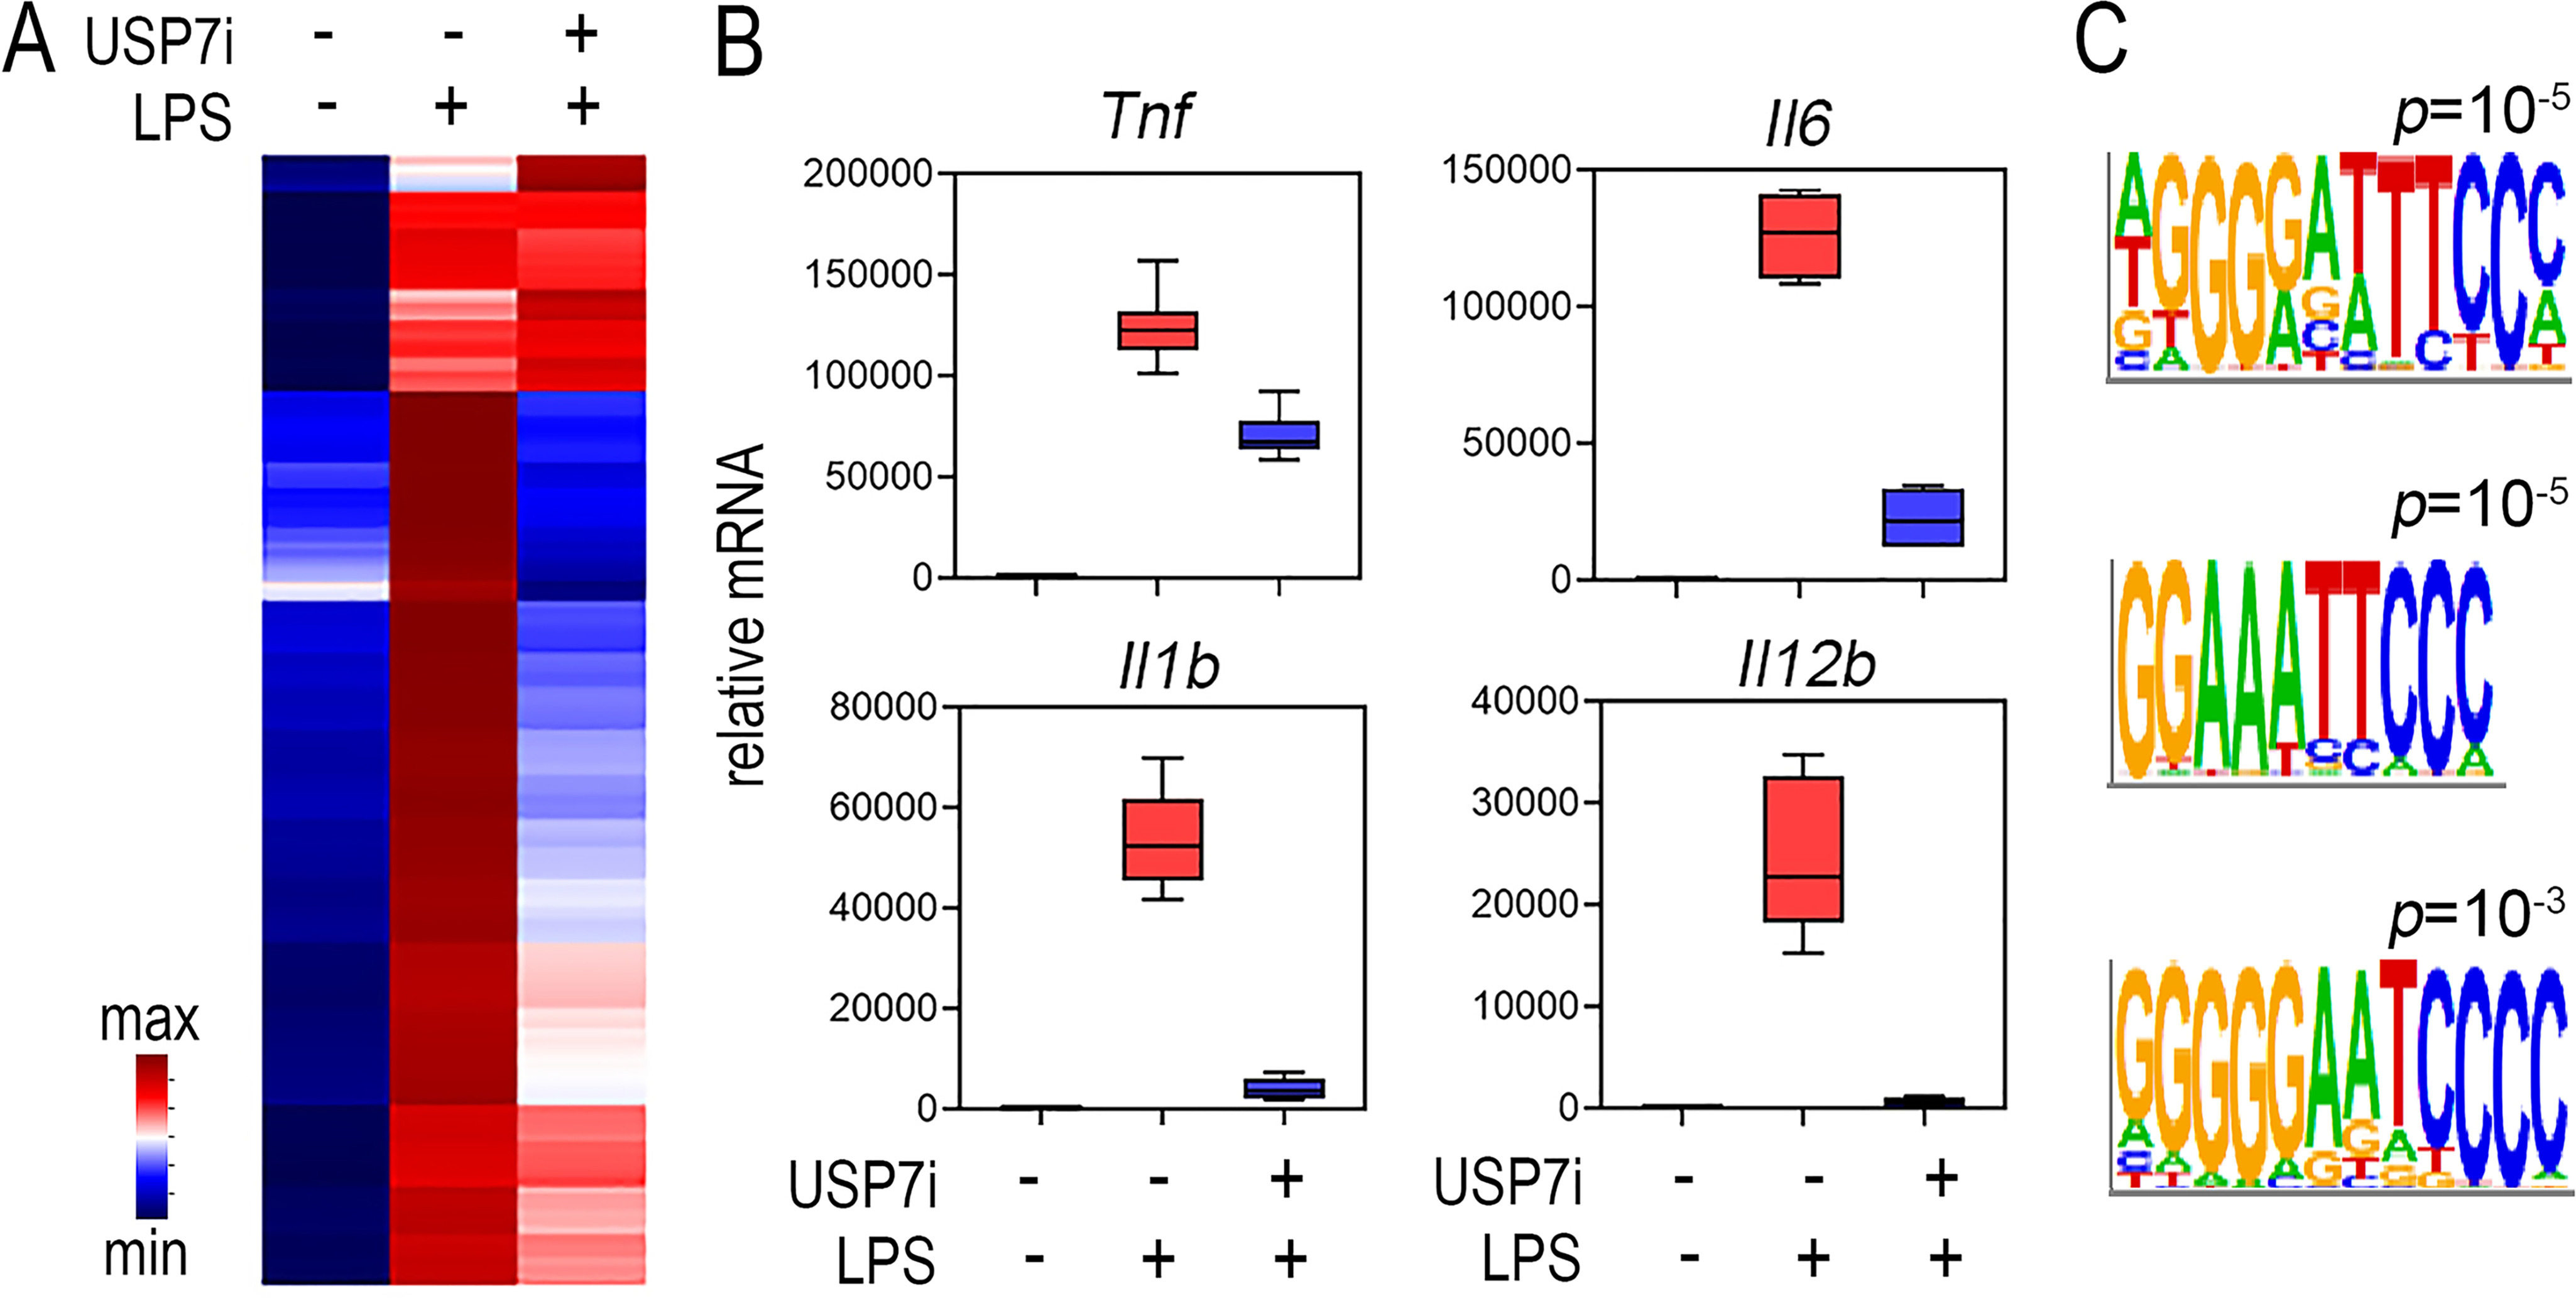
**USP7 inhibition selectively inhibits LPS-induced expression of NF-ĸB target genes.** Murine bone marrow–derived macrophages were stimulated with LPS (100 ng/ml) with or without 30 min of pretreatment with the USP7 inhibitor HBX14,108 (USP7i) (10 μm), and gene expression was analyzed by microarray. *A*, hierarchical clustering shows selective inhibition of LPS-induced gene expression by USP7 inhibitor treatment. The heat map displays differentially expressed genes (*p*.adj < 0.05) scaled as per *z* score. The values shown are the mean of duplicate samples analyzed. *B*, box and whisker plots of microarray data for *Tnf*, *Il6*, *Il1b*, and *Il12b*. *C*, the promoter regions of 1008 genes (transcriptional start site ± 2000 bp) inhibited by USP7 inhibitor treatment were analyzed for the occurrence of transcription factor–binding sites using HOMER. These genomic regions were significantly enriched in motifs corresponding to NF-ĸB–binding sites. Shown are sequence logos for the identified NF-ĸB motifs and their associated *p* values.

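Of the 2775 LPS-induced genes, 2341 (84.4%) had a lower mean in LPS+USP7i than in LPS, whether or not the change passed the threshold. In the simulated data sets with no effect of the inhibitor, this share was between 55.3% and 58.1%. These data sets took the observed means as true, so they can understate what shared LPS arrays alone give. Of the 1027 induced genes called lower, 754 were no longer called above their level in untreated cells and 273 still were. Not being called, with 2 arrays per group, does not show a return to that level. *Il12b*, among the 754, was still 2.09 above untreated cells on the log2 scale (adjusted p = 0.307 in limma). Among the 4443 LPS-repressed genes, 1076 (24.2%) were called higher with the inhibitor and 82 (1.85%) lower. The decrease was larger in genes that LPS had induced more strongly. The median change with the inhibitor was −0.33 in the 778 genes induced by less than 1 on the log2 scale, −0.79 in the 1082 genes induced by 1 to 2, −1.41 in the 667 induced by 2 to 4, and −1.83 in the 248 induced by over 4. Noise in the LPS arrays alone would give a relation in this direction. Across all genes, which are not independent replicates, the Pearson correlation between the change with LPS and the change with the inhibitor was −0.59. In the simulated data sets it lay between −0.20 and −0.14, with the same limit of the simulation.

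By the log2 difference alone, the 5 genes past the threshold with the largest values for LPS were *Il6*, *Cxcl9*, *Edn1*, *Cd69*, and *Vcam1*. *Cxcl9*, *Edn1*, and *Vcam1* were not well above background in untreated cells, and rose at least 877-fold, 448-fold, and 492-fold, so their rank is not established. *Cd69* rose by 10.16 on the log2 scale (standard error 0.55, adjusted p = 0.00369). Of these, *Edn1* was called lower with the inhibitor (log2 change of −4.43, adjusted p = 0.0200), and *Cxcl9*, *Cd69*, and *Vcam1* were lower without passing the threshold (adjusted p = 0.0570, 0.0647, and 0.0670). A dimmer probe for *Vcam1* did pass (adjusted p = 0.0338).

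Besides *Il12b*, the log2 differences past the threshold were lowest with the inhibitor for *Gfi1*, *Shisa3*, *Lipg*, and *Il2ra*. Their probes lie on mouse genome build mm9 on chromosome 5 from 108145719 to 108145778 for *Gfi1*, chromosome 5 from 68003415 to 68003474 for *Shisa3*, chromosome 18 from 75099629 to 75099688 for *Lipg*, and chromosome 2 from 11614744 to 11614803 for *Il2ra*. *Gfi1*, *Lipg*, and *Il2ra* were not well above background in LPS+USP7i cells and were at least 87.9-fold, 7.45-fold, and 12.4-fold lower than in LPS (adjusted p = 0.0192, 0.0133, and 0.0150). With bounds only, the rank of these genes is not established. *Shisa3* was well above background on 1 of the 2 LPS+USP7i arrays and fell by 5.33 (standard error 0.91, adjusted p = 0.0498), with an adjusted p between 4.62e-04 and 0.172 over the alternatives.

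**Figure D1:**
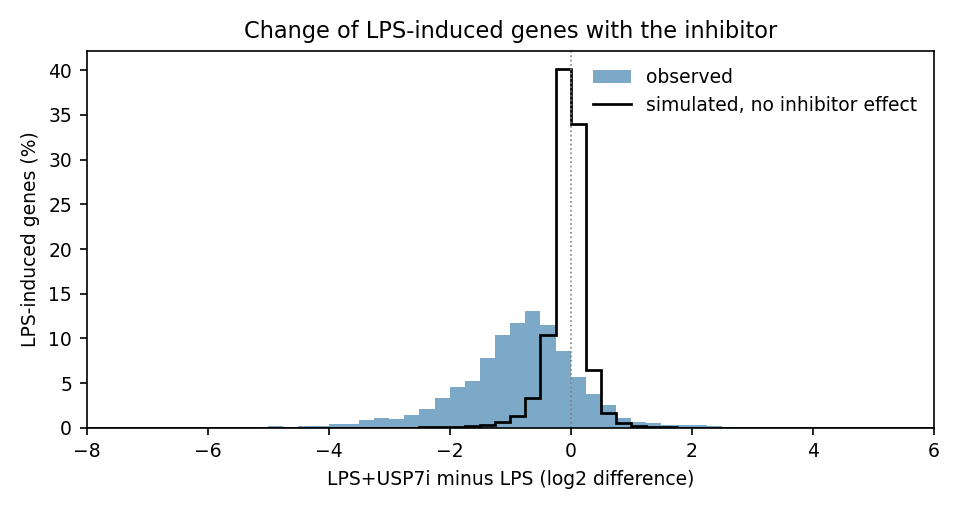
Change of the LPS-induced genes with the USP7 inhibitor, as LPS+USP7i minus LPS in log2 units on the horizontal axis and the share of LPS-induced genes in percent on the vertical axis. The filled histogram shows the 2775 genes on the 6 arrays, with a median of −0.77 after quantile normalization, and the line shows the mean of 50 simulated data sets with no effect of the inhibitor, which lies around 0. The simulation took the observed means as true, so its line can understate the decrease from shared LPS arrays alone. With 75th percentile scaling, the median over the 12092 genes then called induced was −0.019.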

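*Tnf*, *Il1b*, and *Il12b* were each measured by 10 spots of one probe per array and *Il6* by 2 spots, and each spot was a repeated measurement on the same array, not a further sample. The probes lie on build mm9 on chromosome 17 from 35336795 to 35336854 (*Tnf*), chromosome 5 from 30346367 to 30346426 (*Il6*), chromosome 2 from 129190347 to 129190406 (*Il1b*), and chromosome 11 from 44227121 to 44227180 (*Il12b*). Every one of these probes was well above background on all 6 arrays. On the log2 scale, *Tnf* was 9.28 ± 0.21 (SD, n = 2) in untreated cells, 16.90 ± 0.0010 with LPS, and 16.12 ± 0.024 with LPS+USP7i. *Il6* was 4.99 ± 0.64, 16.84 ± 0.18, and 14.29 ± 0.93 in the same order. *Il1b* was 5.64 ± 0.99, 15.67 ± 0.25, and 11.85 ± 1.04. *Il12b* was 6.66 ± 0.75, 14.48 ± 0.52, and 8.75 ± 1.71. For *Il6*, *Il1b*, and *Il12b*, the arrays of LPS+USP7i were further apart than those of LPS, and replicate 1 was the lower in each. The SD of the spots within an array was at most 0.14 for *Il12b*, 0.096 for *Tnf*, 0.16 for *Il1b*, and 0.35 for *Il6*. This is the spread of repeated spots and not that between samples. On the linear scale, the median spot signal of LPS and of LPS+USP7i cells was 121506 and 70403 for *Tnf*, 117374 and 21882 for *Il6*, 51866 and 3919 for *Il1b*, and 22318 and 571 for *Il12b*.

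**Figure D2:**
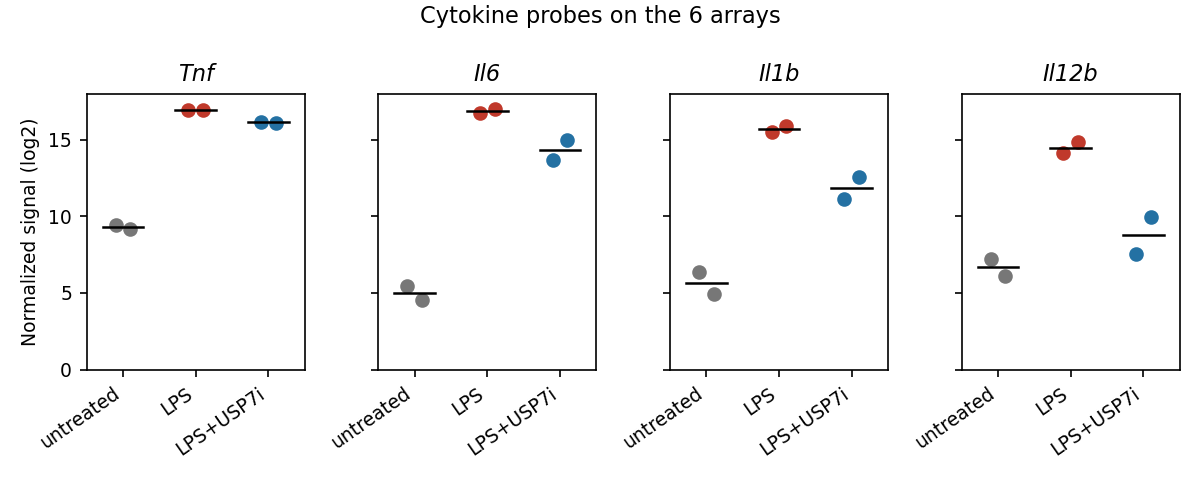
Normalized signal of the probes for Tnf, Il6, Il1b, and Il12b in log2 units on the vertical axis, for untreated, LPS, and LPS+USP7i cells. Each point is 1 array, with replicate 1 on the left, and each line is the mean of the 2 arrays. For Il12b, the mean is 14.48 with LPS and 8.75 with LPS+USP7i.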

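The set of genes both induced by LPS and lower in LPS+USP7i than in LPS held 1027 names. Of these, 775 matched a gene of the RefSeq table, 118 were genomic regions without a gene name, and 134 carried another name given by the array, such as a transcript or probe identifier. Counted as probes, 1450 were both induced and lower. Other processing gave between 0 and 1679 gene names. The lowest count came from fits of 2 groups and from fits without an untreated array, and the highest from normexp background correction. When induction was taken from one LPS array and the decrease was measured against the other, so that no array served in both comparisons, 261 and 258 genes met both criteria. The occurrence of binding sites in the promoters of these genes was not analysed here.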

### The Ubl2 domain of USP7 is required for interaction with NF-ĸB p65

Our previous studies revealed that the C-terminal region of USP7, containing five Ubl domains, is essential for interaction with p65, whereas the N-terminal MATH domain is dispensable (13) (Fig. 2*A*). To further define the C-terminal regions of USP7 that mediate interaction with p65, we next assessed the contribution of specific Ubl domains of USP7. To do this, we generated a series of USP7 mutants in which each of the five Ubl domains were deleted either individually or in combination (Fig. 2*B*). Immunoprecipitation assays using whole cell lysates from cells co-transfected with p65 revealed that the Ubl5, Ubl4, and Ubl3 domains of USP7 were dispensable for interaction with p65. Thus, the deletion of Ubl5, Ubl4, and Ubl3 either individually or together did not prevent the interaction of USP7 with p65 (Fig. 2, *C* and *D*). Deletion or mutation of the linker region between Ubl3 and Ubl4 also did not prevent interaction with p65 (Fig. 2*E*). Furthermore, the deletion of Ubl1 did not inhibit USP7 interaction with p65 (Fig. 2*F*). However, deletion of Ubl2, either alone or in combination with the deletion of Ubl3, Ubl4, and Ubl5, prevented the interaction of USP7 with p65 (Fig. 2, *C* and *F*). These data demonstrate that the Ubl2 domain of USP7 is essential for the interaction with p65.

**Figure 2.**
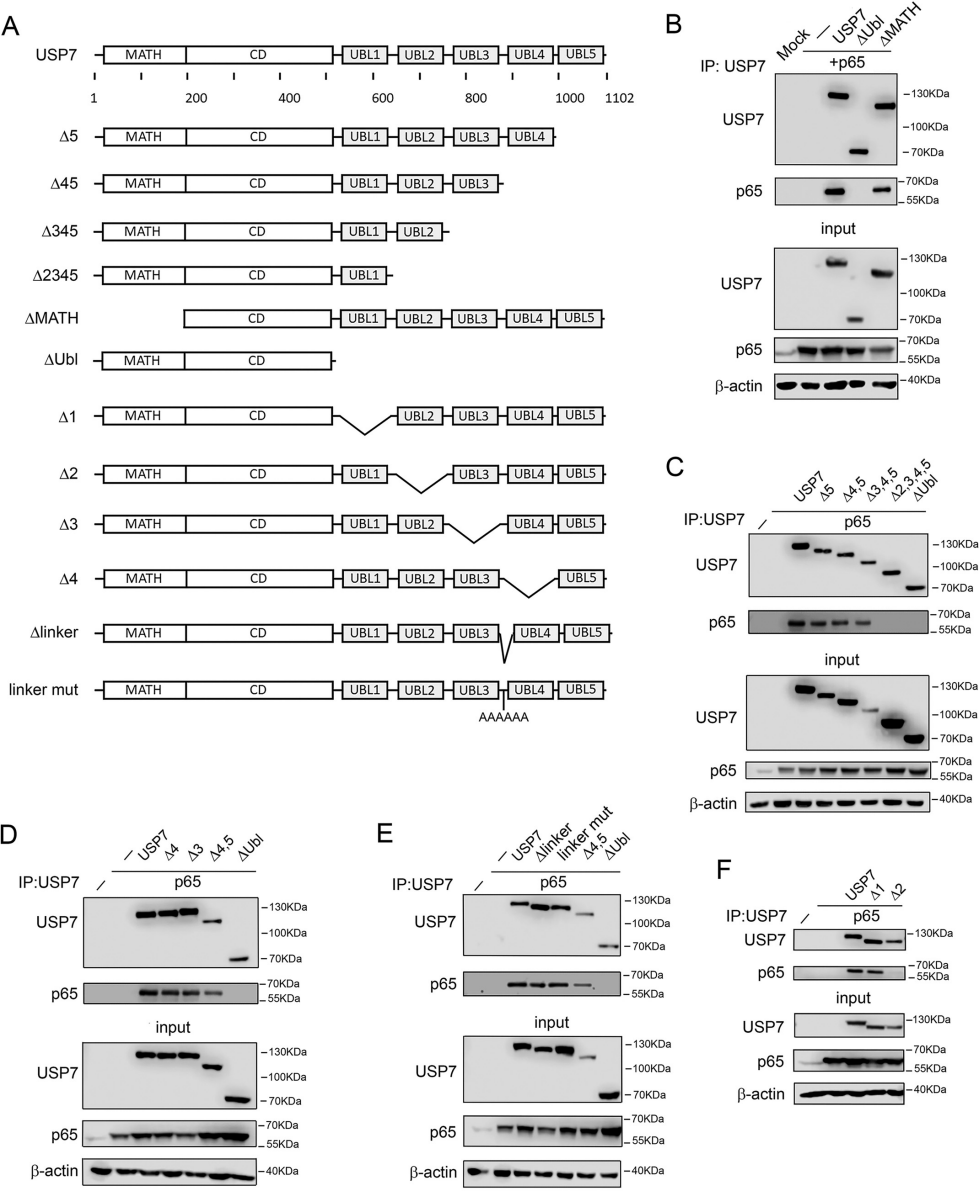
**The Ubl2 domain of USP7 is required for interaction with p65.** *A*, schematic representation of USP7 mutations used to test interaction with p65. USP7 contains an N-terminal MATH domain, a central catalytic domain (*CD*), and five C-terminal Ubl domains. *B–F*, HEK293T cells were transfected with p65 and the indicated FLAG-tagged USP7 plasmids. USP7 was immunoprecipitated (*IP*) from whole cell lysates using anti-FLAG antibody and analyzed by Western blotting (*WB*) with anti-p65 antibody. The expression of p65 and USP7 in lysates used for immunoprecipitation (*input*) was measured by Western blotting using anti-FLAG and anti-p65 antibodies. Western blotting of inputs with anti–β-actin was used to verify equal protein loading. The positions of molecular mass markers are indicated to the *right* of each Western blot. The data are representative of at least three independent experiments.

### Selective requirement for Ubl2 in USP7 substrate interactions

To determine the contribution of the Ubl2 domain to the interaction of USP7 with other substrates, we next assessed USP7 binding to selected substrates by immunoprecipitation assays using cells transfected with a mutant of USP7 lacking Ubl2 (USP7ΔUbl2). The results of these experiments demonstrated that the deletion of Ubl2 did not inhibit the interaction of USP7 with p53 or EBNA1 (Fig. 3, *A* and *B*). These findings support previous studies indicating that the N-terminal MATH domain of USP7 mediates interaction with p53 and EBNA1 (18, 19). We also tested the ability of USP7ΔUbl2 to interact with DAXX, a substrate for which the contribution of the C-terminal of USP7 to the interaction is unknown (20). Similar to p53 and EBNA1, immunoprecipitation experiments using cells co-transfected with DAXX and USP7ΔUbl2 revealed that the deletion of Ubl2 did not affect the interaction of USP7 and DAXX (Fig. 3*C*). In similar experiments, we also tested the requirement for Ubl2 in the interaction of USP7 with the NF-ĸB subunits c-Rel and RelB, which share significant sequence and structural homology with p65. This revealed that, similar to p65, the interaction of c-Rel with USP7 requires the Ubl2 domain of USP7 (Fig. 3*D*). Remarkably, however, and in contrast to c-Rel and p65, the deletion of Ubl2 did not inhibit the interaction of USP7 with RelB (Fig. 3*E*). These data demonstrate that the Ubl2 domain of USP7 is selectively required for the interaction of USP7 with its substrates, including among homologous members of the NF-ĸB family of transcription factors.

**Figure 3.**
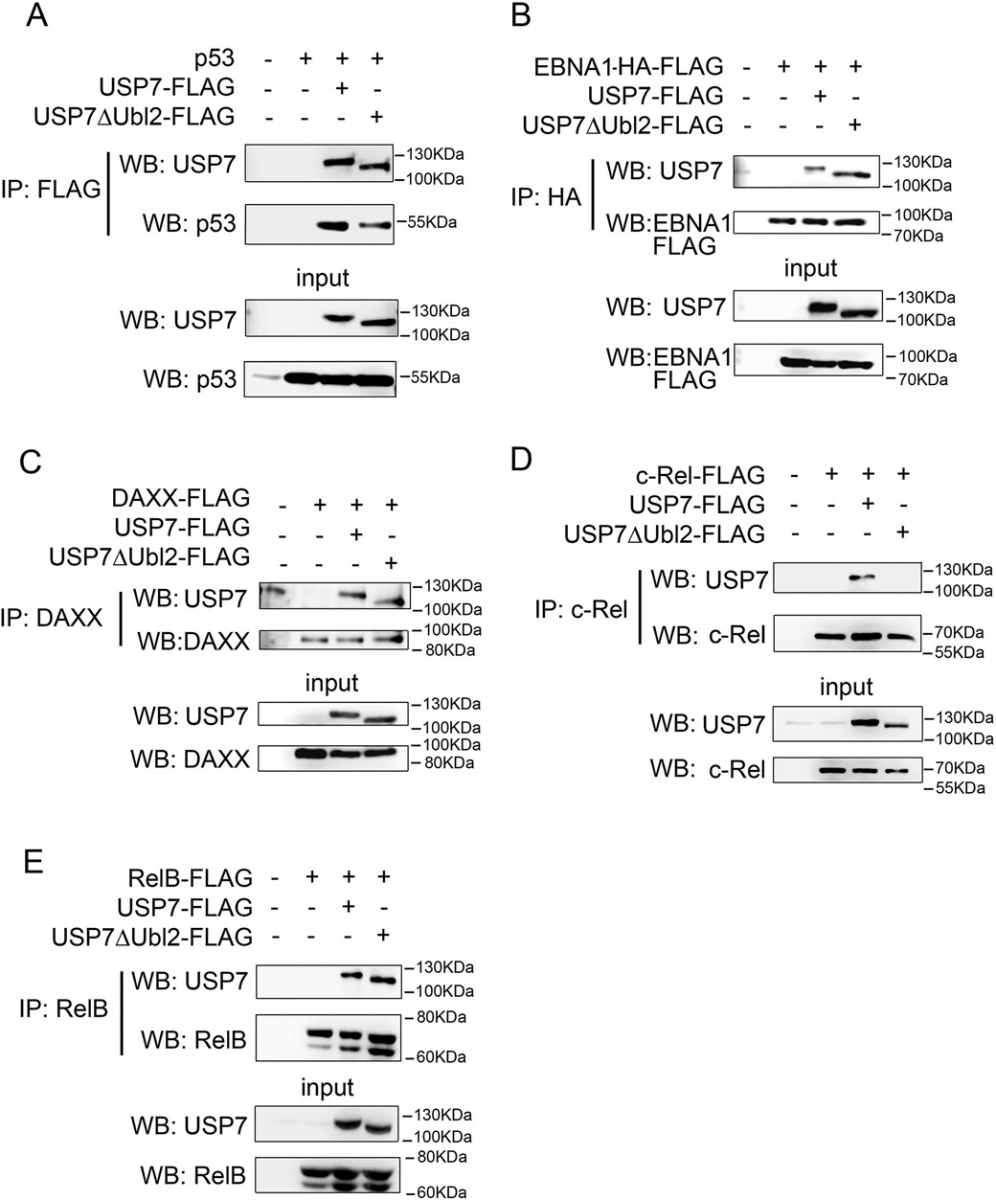
**The Ubl2 domain of USP7 is required for interaction with c-Rel but not for interaction with p53, EBNA1, DAXX, or RelB.** HEK293T cells were transfected with the indicated expression plasmids and whole cell lysates immunoprecipitated (*IP*) with anti-FLAG (*A*), anti-HA (*B*), anti-DAXX (*C*), anti-c-Rel (*D*), or anti-RelB (*E*). The expression of USP7-FLAG, USP7ΔUbl2-FLAG, p53, EBNA1-HA-FLAG, DAXX-FLAG, c-Rel-FLAG, and RelB-FLAG in whole cell lysates used for immunoprecipitations (*input*) was measured by Western blotting (*WB*) analysis with the indicated antibodies. The positions of molecular mass markers are indicated to the *right* of each Western blot. The data are representative of at least three independent experiments.

We previously demonstrated that p65 is a direct substrate of USP7 and that interaction of p65 with USP7 is required for USP7-mediated deubiquitination of p65 (13). We next tested the ability of USP7ΔUbl2 to deubiquitinate p65 and RelB in an in-cell ubiquitination assay. The cells were transfected with HA-tagged ubiquitin, WT USP7 or USP7ΔUbl2, and RelB or p65. Following denaturing lysis, RelB or p65 were immunoprecipitated and immunoblotted with anti-HA antibody. This analysis revealed that WT USP7 but not USP7ΔUBL2 deubiquitinated p65 (Fig. 4*A*), consistent with the inability of USP7ΔUbl2 to interact with p65 (Fig. 3). In contrast, both WT USP7 and USP7ΔUbl2 were able to deubiquitinate RelB, demonstrating that Ubl2 is dispensable for USP7 interaction with and deubiquitination of RelB (Fig. 4*B*).

**Figure 4.**
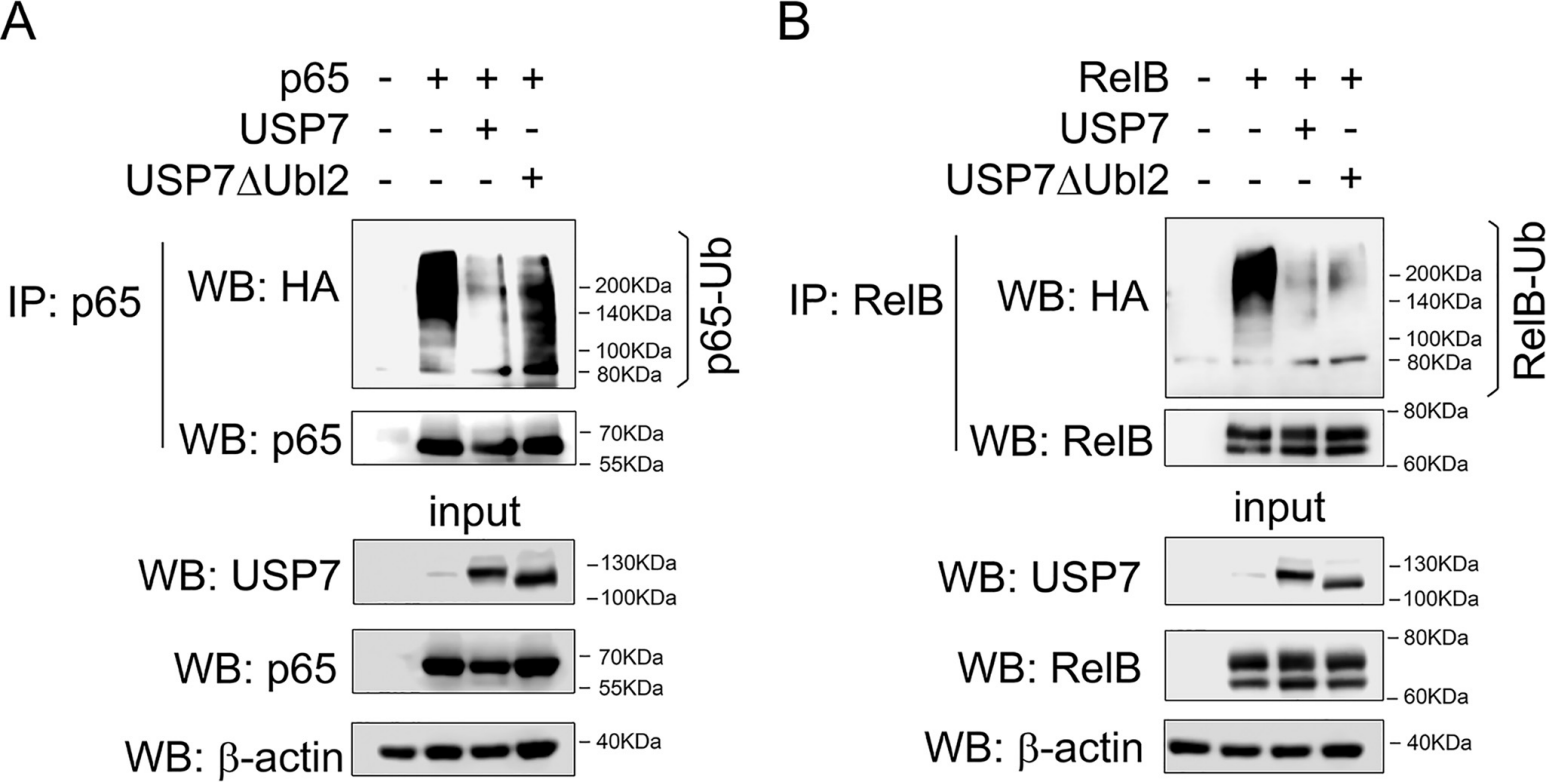
**The Ubl2 domain is required for USP7 deubiquitination of p65 but not RelB.** HEK293T cells were transfected with HA-tagged ubiquitin, USP7, USP7ΔUbl2, and p65 (*A*) or RelB (*B*). Denatured whole cell lysates were immunoprecipitated with anti-p65 (*A*) or anti-RelB (*B*) and analyzed by Western blotting (*WB*) with anti-HA antibody and anti-p65 (*A*) or anti-RelB (*B*) antibody. The expression of transfected USP7, USP7ΔUbl2, p65, and RelB in lysates used for immunoprecipitations (*IP*, *input*) was measured by Western blotting using antibodies against USP7, p65, and RelB. The positions of molecular mass markers are indicated to the *right* of each Western blot. The data are representative of at least three independent experiments.

### Analysis of USP7 and NF-ĸB p65 binding by peptide array

Following the identification of the Ubl2 domain as essential for the interaction of USP7 with p65, we next sought to further define the specific regions of USP7 that mediate interaction with p65. To do this we employed a peptide array–based approach in which an immobilized peptide library representing the C-terminal region of USP7 was probed with purified recombinant GSH *S*-transferase (GST)–p65 protein. Specifically, a library of overlapping peptides 18 amino acids in length representing the C-terminal region of USP7 (amino acids 541–1102) was synthetic peptide arrays on membrane support (SPOT)–synthesized on nitrocellulose membranes to generate USP7 C-terminal arrays (Fig. 5*A*). The peptide arrays were overlaid with purified recombinant GST or GST-p65 protein, and interaction with specific peptides was detected using anti-GST antibody as previously described (21). This analysis revealed a distinct set of peptides that interacted strongly with GST-p65 but not GST. These peptides corresponded to sequences in each of the Ubl1, Ubl2, Ubl3, Ubl4, and Ubl5 domains of USP7, indicating potentially broad contacts with p65 across the C-terminal of USP7 (Fig. 5, *B* and *C*).

**Figure 5.**
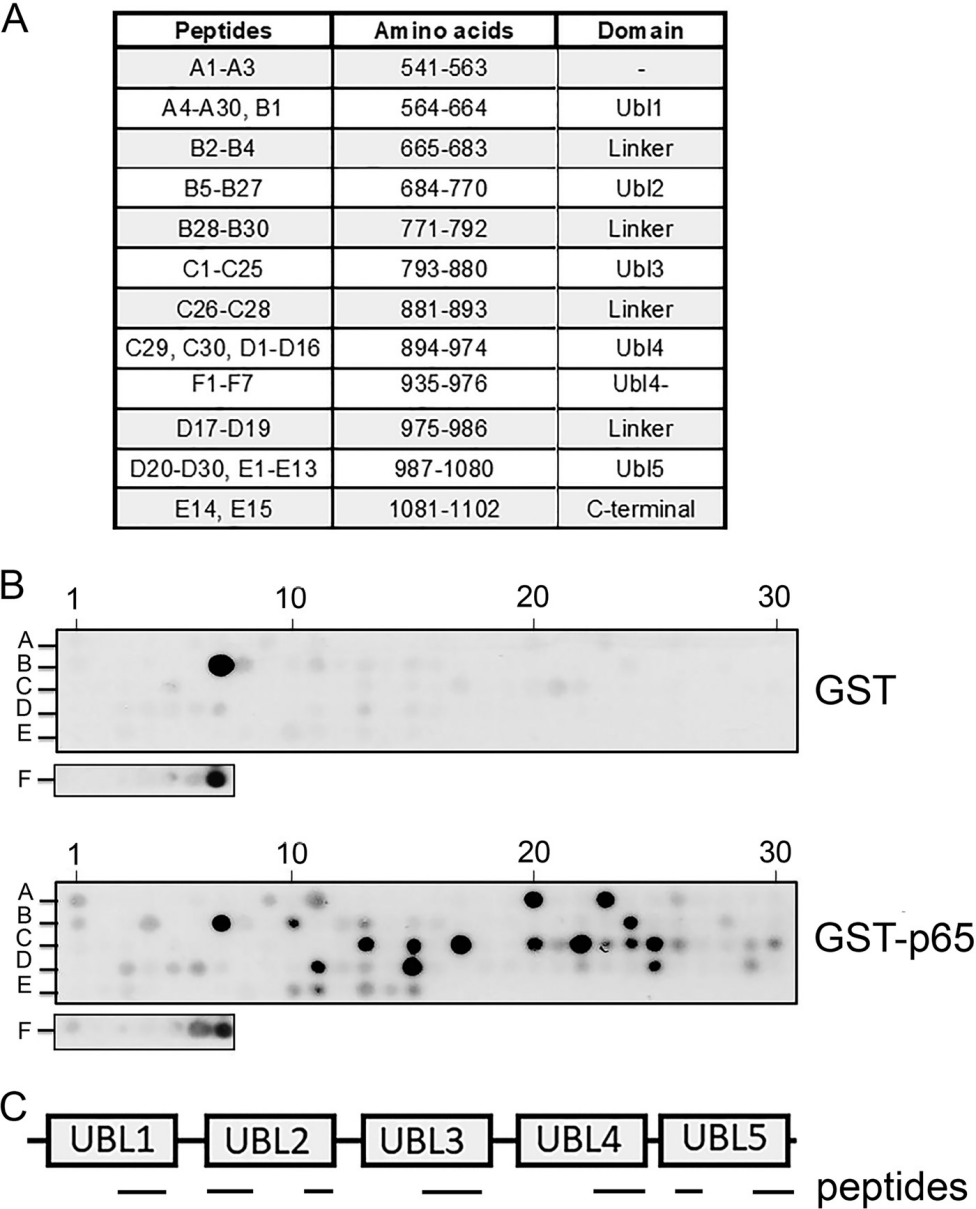
**Peptide array analysis identifies distinct regions of USP7 Ubl domains with potential for interacting with p65.** *A*, peptide arrays of immobilized overlapping 18-mer peptides, each shifted to the C terminus by 4 amino acids, encompassing the C-terminal region of USP7 were generated. Peptide identifiers and the corresponding amino acids and domain location in USP7 are shown. *B*, arrays were probed with recombinant GST or GST-p65 and detected by immunoblotting with anti-GST antibody. Positive GST-p65 binding to USP7 peptides is indicated by *black spots*. The data shown are representative of duplicate arrays. Peptide identifiers shown in *A* are indicated. *C*, schematic of the C-terminal regions of USP7 showing the location of peptides that interact with p65 identified in the peptide array.

To identify specific amino acids within the identified regions of USP7 that may be important for interaction with p65, we next generated alanine-scanning arrays of selected peptides representing each Ubl domain and the C-terminal peptide region (Fig. 5*A*). The peptides in these arrays were modified such that successive amino acids were individually substituted with alanine and differed from the parent peptide by one amino acid. As before, peptide arrays were incubated with GST-p65, and binding was calculated with respect to the unmodified parent peptide contained on the same array. Substitutions with less than 60% binding of the parent peptide were considered as important amino acids for mediating the interaction of the peptide with p65. These data identified individual amino acids in each peptide that were required for interaction with p65. Of note, the individual substitution of four consecutive amino acids (LDEL) in a peptide representing amino acids 753–770 (^753^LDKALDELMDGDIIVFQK^770^) within the Ubl2 domain of USP7 blocked interaction with p65 (Fig. 6*A*). This identified the ^757^LDEL^760^ motif of USP7 as a potential binding site for p65. In addition, the alanine substitution of individual amino acids in peptides representing regions of USP7 in the other Ubl domains of the C-terminal protein region were also found to inhibit interaction with p65 (Fig. 6, *A* and *B*). This included a large number of amino acids in peptides corresponding to the Ubl3 domain, as well as the C-terminal peptide region. Although the data from experiments using USP7 mutants lacking individual Ubl domains showed that these domains are not essential for the interaction of USP7 with p65 (Fig. 3), it is possible that potential sites of interaction in these domains may also contribute to the interaction with p65, perhaps through stabilization of already bound p65.

**Figure 6.**
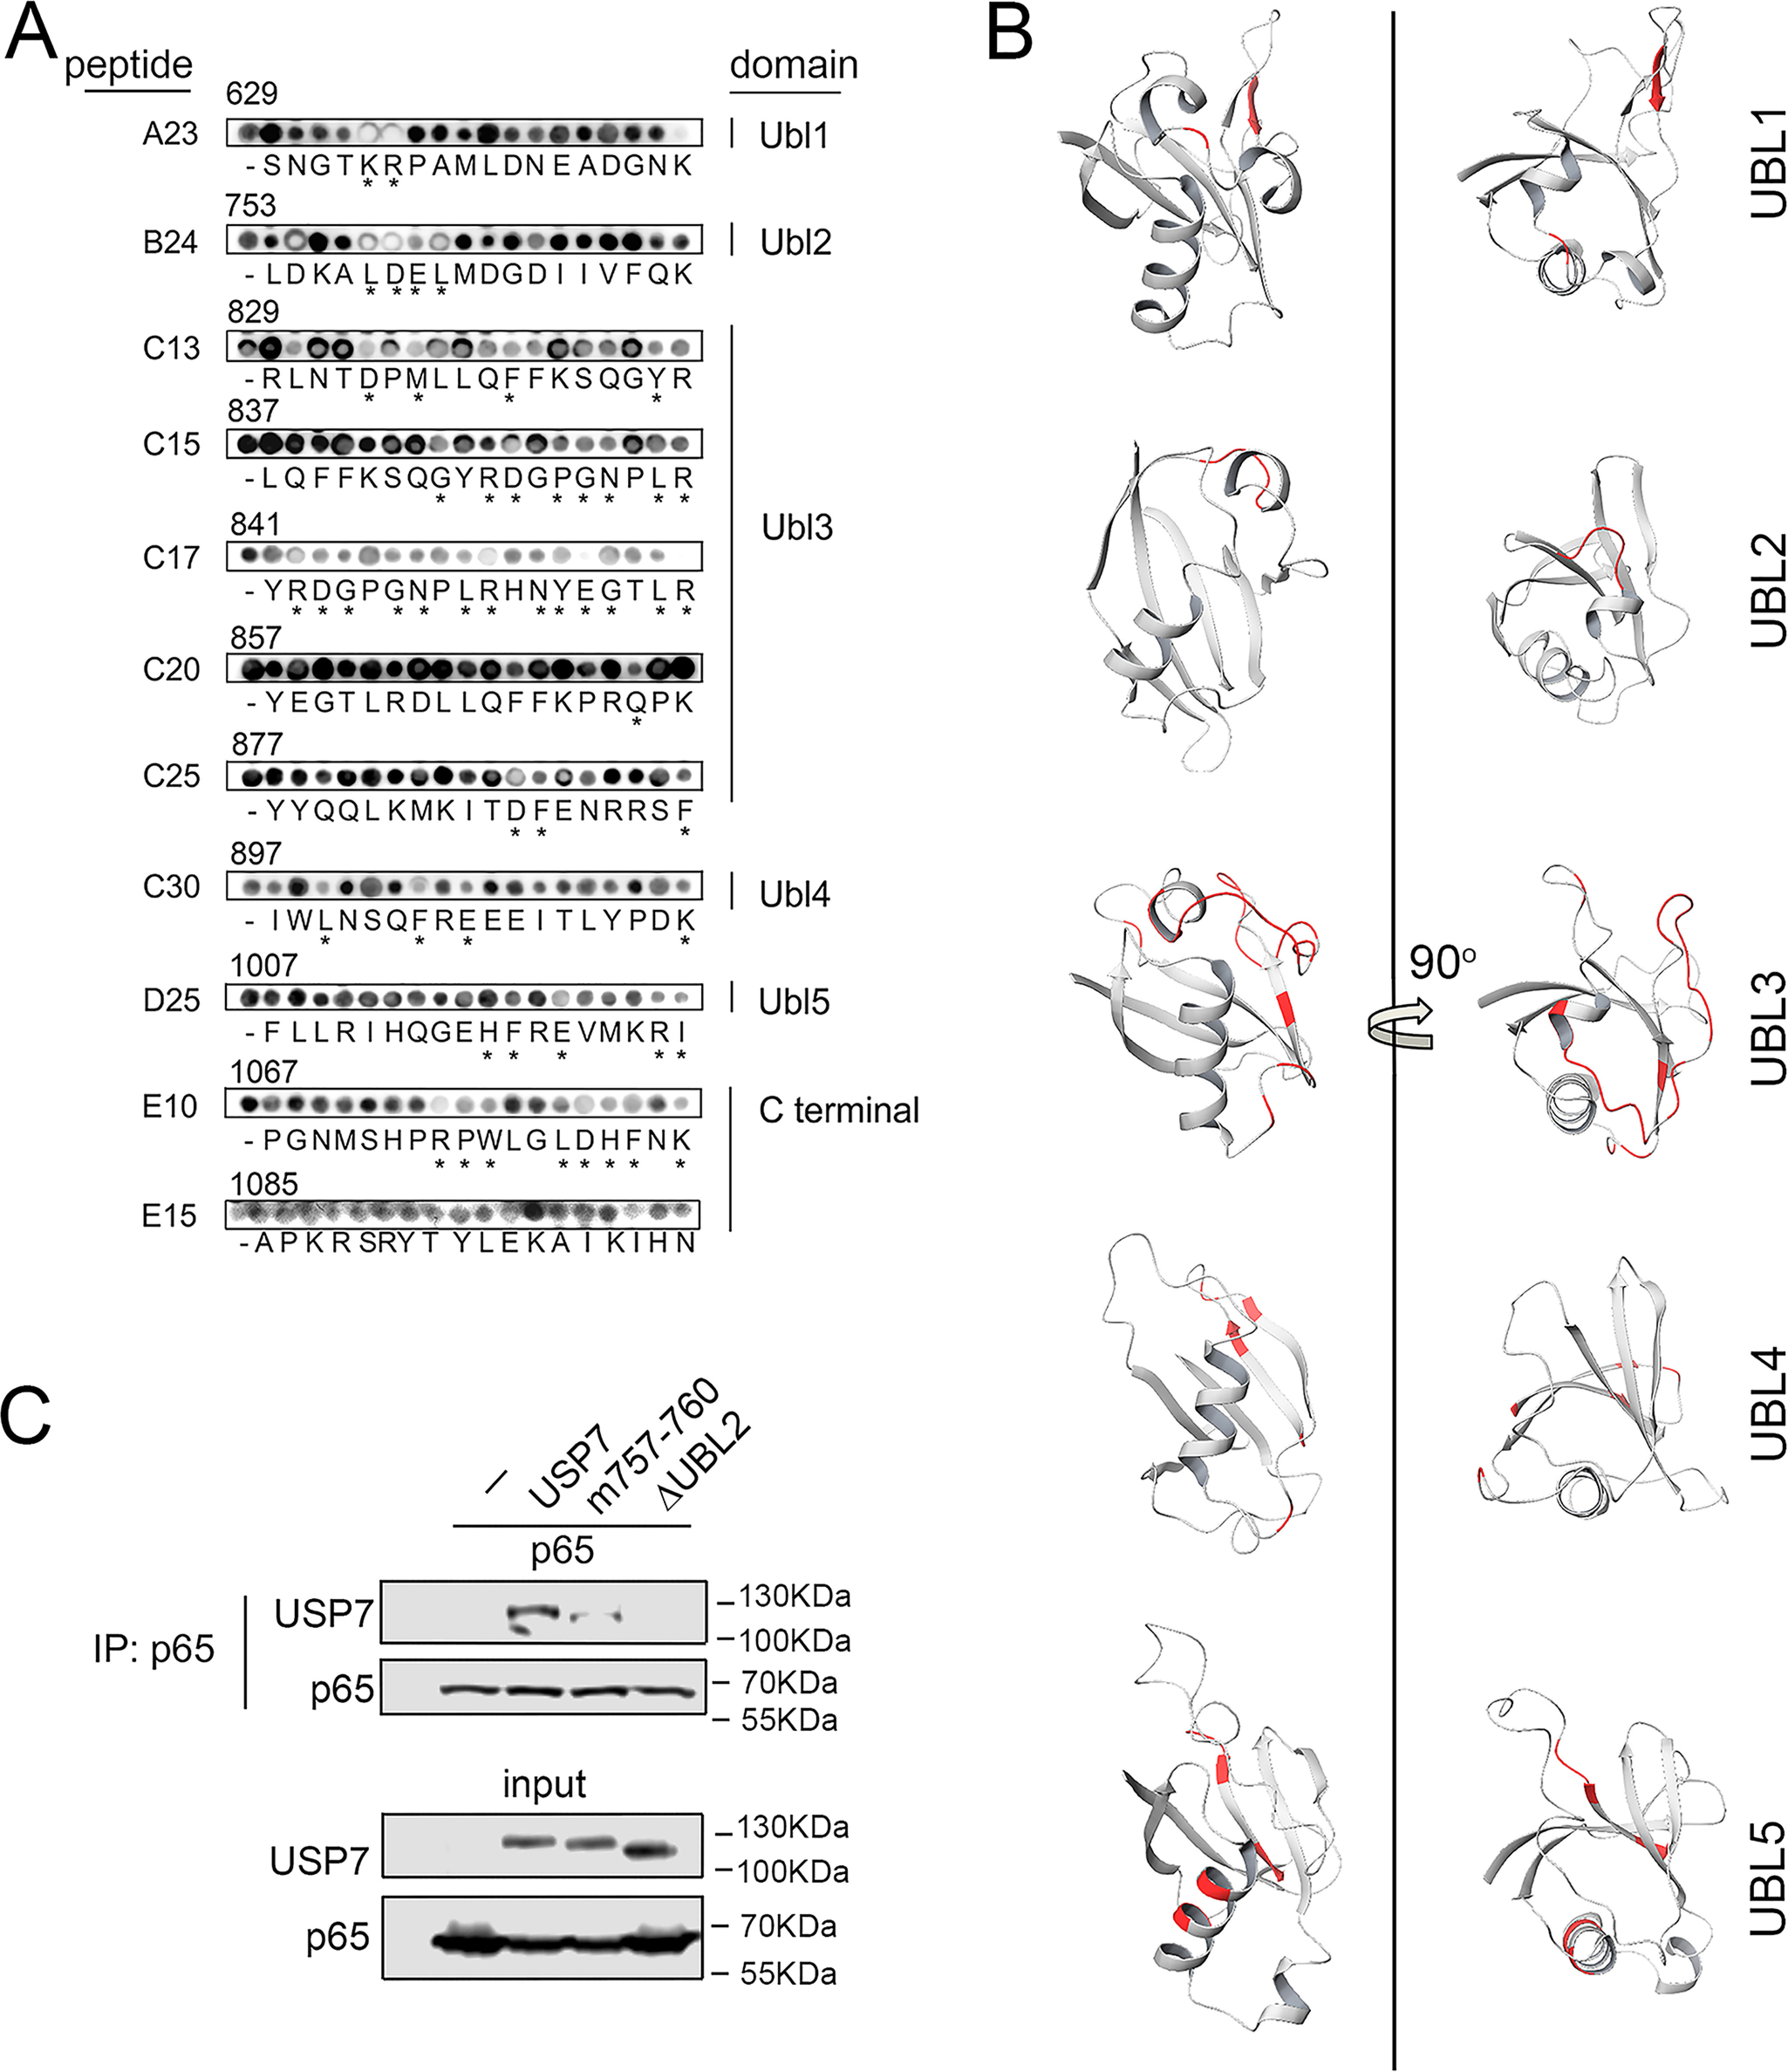
**Identification of amino acids important for USP7 interaction with p65.** *A*, the 18 amino acids of USP7-derived peptides of interest were sequentially substituted with alanine, probed with GST-p65, and detected by immunoblotting with anti-GST antibody. The peptides are labeled according to Fig. 5. p65 binding was quantified and calculated as a percentage binding of the parent unsubstituted peptide (-) on the same array. Alanine substitutions that resulted in less than 60% binding are indicated by *asterisks*. The corresponding USP7 amino acid number for first residue of each peptide is shown *above* each individual substitution peptide series. *B*, the structure of each Ubl domain with amino acids identified by alanine-scanning experiments indicated in *red*. The images were generated using Protein Data Bank structure 2YLM. *C*, HEK293T cells were transfected with p65 and FLAG-tagged USP7, USP7 mutated at residues 757–760, and USP7 lacking the Ubl2 domain (USP7ΔUbl2). p65 was immunoprecipitated (*IP*) from whole cell lysates using anti-p65 antibody and analyzed by Western blotting (*WB*) with anti-FLAG antibody. The expression of p65 and USP7 in lysates used for immunoprecipitation (*input*) was measured by Western blotting using anti-FLAG and anti-p65 antibodies. The positions of molecular mass markers are indicated to the *right* of each Western blot.

### Lys^757^, Asp^758^, Glu^759^, and Lys^760^ mediate interaction of USP7 with p65

The alanine-scanning peptide array analysis identified USP7 amino acids Lys^757^, Asp^758^, Glu^759^, and Lys^760^ (^757^LDEL^760^) as residues that may mediate interaction of USP7 with p65. To investigate this we mutated these amino acids in USP7 and assessed the binding to p65 using immunoprecipitation assays. The cells were co-transfected with p65 and WT USP7 or a L757A, D758R, E759R, and L760A USP7 mutant, prior to immunoprecipitation using anti-p65 antibody and subsequent analysis by immunoblotting. The results of these experiments revealed that the mutation of Lys^757^, Asp^758^, Glu^759^, and Lys^760^ of USP7 significantly reduced interaction with p65 (Fig. 6*A*). Thus, these data identify a p65-binding site involving residues 757–760 of USP7 that mediates the selective binding to p65.

## Discussion

The importance of NF-ĸB in the regulation of pro-inflammatory gene expression has established it as a therapeutic target of significant potential (22). Previous strategies to inhibit NF-ĸB function focused largely on the development of inhibitors of the IKK kinases, key activators of the NF-ĸB pathway. Although the development of selective inhibitors of the IKK kinases was successful, their therapeutic use was precluded because of severe toxicity in early trials, possibly arising from the NF-ĸB–independent functions of the IKK kinases (23). Thus, the therapeutic potential of the NF-ĸB pathway remains untapped, and alternative approaches beyond inhibiting the IKK kinases are required.

The ubiquitin-triggered proteasomal degradation of the NF-ĸB subunits is an important mechanism for the termination of NF-ĸB transcriptional activity (13). The level of NF-ĸB–directed pro-inflammatory gene transcription is dictated by the balance between the action of NF-ĸB E3 ligases and the NF-ĸB deubiquitinase USP7. The inhibition of USP7 leads to enhanced ubiquitination and proteasomal degradation of NF-ĸB p65, resulting in the inhibition of pro-inflammatory gene expression (13). Here, we have performed the first transcriptomic analysis of the consequences of USP7 inhibition in macrophages stimulated with the TLR4 ligand LPS. This analysis reveals a significant and selective inhibition of NF-ĸB target gene expression following TLR4 activation and strongly supports the inhibition of USP7 deubiquitination of NF-ĸB as a potential therapeutic strategy.

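Of the 70 NF-κB target genes, 61 were induced by LPS, and 26 of these (42.6%) were lower with the USP7 inhibitor. Of the 62 interferon-stimulated genes induced by LPS, 24 (38.7%) were lower. Over the 2653 LPS-induced genes that belong to neither list, 977 (36.8%) were lower, with a median change of −0.75. Set against the other LPS-induced genes only, the NF-κB targets had a median change of −1.04 and did not pass by camera (adjusted p = 0.0654). The interferon-stimulated genes had a median of −1.38 and did pass (adjusted p = 0.00711). The genes compared were not matched for how strongly LPS induced them. Over all LPS-induced genes, the median change was −0.33 in those induced by under 1 on the log2 scale. It was −1.41 in those induced by 2 to 4 and −1.83 in those induced by over 4. The test therefore cannot separate membership of a list from strength of induction, for either list.

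**Figure D3:**
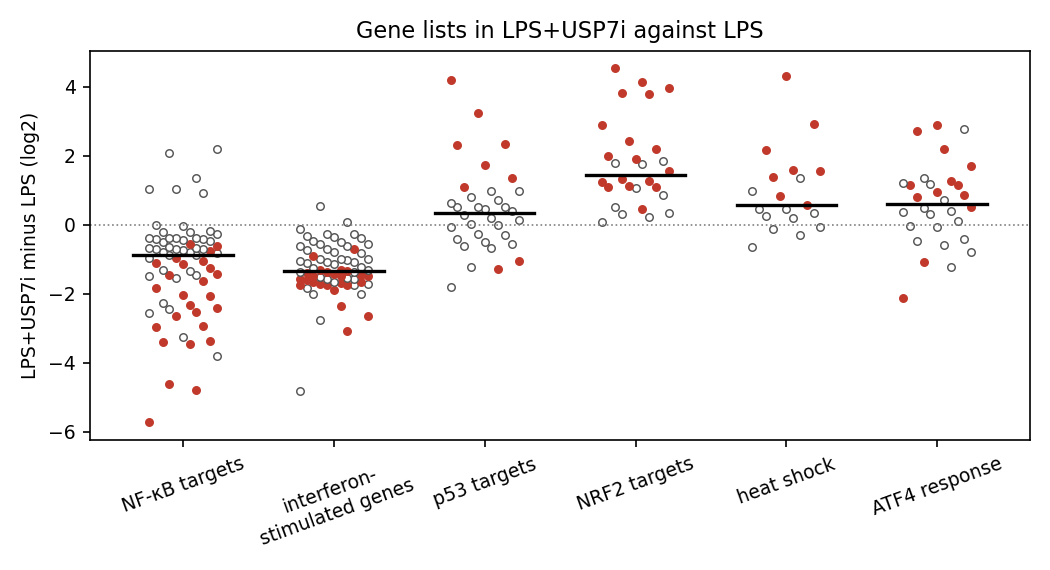
Change of each gene of 6 lists in LPS+USP7i minus LPS, in log2 units on the vertical axis. Each point is 1 gene, filled where its adjusted p value is under 0.05, and each line is the median of a list, which is −0.89 for NF-κB targets, −1.36 for interferon-stimulated genes, 0.34 for p53 targets, 1.43 for NRF2 targets, 0.57 for heat shock genes, and 0.61 for the ATF4 response.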

Although the importance of USP7 in promoting NF-ĸB–mediated inflammatory responses is clear (13), targeting USP7 catalytic activity is unlikely to succeed where IKK inhibitors have failed. This is because, like the IKK kinases, USP7 has numerous substrates with important roles in a broad range of cellular processes, including cell cycle, DNA damage repair, and cell death. Instead, the therapeutic exploitation of USP7 control of NF-ĸB will require a substrate-selective approach. The data in this study represent a first step toward this goal. A p65 mutant that does not bind USP7 is hyperubiquitinated, has a shorter *t*_1/2_, and has significantly reduced transcriptional activity (13). Thus, interfering with USP7 and p65 interaction can achieve a substrate-selective inhibition of UPS7 mediated activity to inhibit the expression of pro-inflammatory genes. Our previous work identified the C-terminal domain of USP7 as a critical region required for interaction with p65 (13). In this study, we have further defined the Ubl2 domain of USP7 as essential for the interaction of USP7 with p65. In addition, we find that the Ubl2 domain is also essential for the interaction of USP7 with the c-Rel subunit of NF-ĸB but not the closely related RelB subunit. The finding that different domains of USP7 are important for the recognition of related substrates such as the NF-ĸB subunits is unexpected and suggests that substrate recognition by USP7 likely occurs through diverse interfaces, even among structurally related proteins. Of note, our data also show that the Ubl2 domain of USP7 is not required for the deubiquitination of RelB by USP7, suggesting that the Ubl2 domain functions primarily in substrate recognition rather than contributing to catalytic activity. Previous studies have shown the Ubl2 domain to be important for USP7 interaction with ICP0, UHRF1, and DHX40 (18, 24, 25), whereas the Ubl1 domain is essential for USP7 interaction with RNF168 (26). A number of USP7 substrates do not require the C-terminal of USP7 for interaction, including MDM2, p53, and EBNA1 (18). Indeed, a recent proteomics-based screen to identify USP7-interacting proteins revealed that most interactions analyzed occurred through the N-terminal MATH domain of USP7 (25). Together with this study, these data indicate that targeting USP7–substrate interactions may allow for the selective inhibition of USP7 activity.

Within the Ubl2 domain, we have identified the amino acids ^757^LDEL^760^ as important contributors to the interaction with p65. These residues may form part of a p65-binding pocket within the Ubl2 of USP7 that is important for the interaction with p65. This binding site is adjacent to, but distinct from, a binding site for UHRF1, IPC0, and GMPS formed by amino acids ^761^MDGD^764^. These studies, together with the data presented here, suggest that targeting the p65-specific binding site in USP7 may allow for the inhibition of p65 deubiquitination, leading to increased proteasomal degradation and reduced transcriptional activity, without broadly affecting the activity of USP7 toward all substrates. Similar approaches to mapping other substrate interaction sites of USP7 may lead to the identification of additional binding pockets that may be selectively targeted to achieve substrate-selective inhibition of USP7-mediated deubiquitination. Such an understanding of USP7 substrate interaction may facilitate the selective targeting of difficult to drug proteins such as NF-ĸB and other transcription factors.

## Experimental procedures

### Cell culture, plasmids, and transfection

Human embryonic kidney 293T (HEK293T) cells were cultured in high-glucose Dulbecco's modified Eagle's medium (DMEM) containing 10% heat-inactivated fetal bovine serum, 2 mm glutamine, and 100 units/ml penicillin/streptomycin. Murine BMDMs were generated as previously described (5). Briefly, bone marrow was isolated from age- and sex-matched C57BL6/J mice at 8–12 weeks old and cultured in bacterial Petri dishes with DMEM containing 10% fetal bovine serum, 2 mm glutamine, and 100 units/ml penicillin/streptomycin supplemented with 30% L929 conditioned medium for 7 days, with medium replacement after 4 days. On day 7, BMDMs were harvested in PBS solution supplemented with 5 mm EDTA and replated into tissue culture–treated dishes in DMEM without L929 conditioned medium. They were rested overnight, and the experiments were performed on day 8. The cells were maintained at 37 °C in a humidified environment with 5% CO_2_. These experiments were carried out in accordance with the recommendations of the Code of Practice for the Humane Killing of Animals under Schedule 1 to the United Kingdom Animals (Scientific Procedures) Act 1986, where excess tissue was used for isolation of bone marrow cells. Transfections were performed using Turbofect transfection reagent according to the manufacturer's instructions (Fermentas). Mammalian expression vectors for USP7, p65, c-Rel, RelB, and DAXX were generated following PCR amplification and ligation of cDNAs into the pcDNA-FLAG or pRK5-FLAG vectors. MSCV-N EBNA1 was a gift from Karl Munger (Addgene plasmid 37954). pCMV-p53 plasmid was purchased from Clontech. pET-42a-GST-p65 plasmid was generated by gene synthesis (GenScript). Site-directed mutagenesis was performed using the Q5 site-directed mutagenesis kit according to the manufacturer's instructions (New England Biolabs).

### Gene expression analysis

Total RNA was isolated using the RNeasy mini kit (Qiagen) with DNase treatment. RNA quantification and purity were measured using the Nanodrop ND1000 spectrophotometer (Thermo Scientific), with samples submitted for microarray profiling (Beckman Coulter Genomics, Morrisville, NC). Briefly, 200 ng of total RNA was fluorescently labeled with Cy3 nucleotides. Labeled RNA (cRNA) was hybridized to Agilent mouse 8X60K mouse microarrays (Agilent-028005). Hybridized arrays were washed and scanned, with data extrapolated for downstream bioinformatics analysis. Microarray gene-expression profiling was performed in duplicate. The data were normalized using Limma (3.38.3), including quantile normalization (27). A linear model was fitted to identify differentially expressed probes using an adjusted *p* value (Benjamini and Hochberg) of 0.05. The data are available at the NCBI Gene Expression Omnibus (GSE149478). Transcription factor–binding site analysis was performed using HOMER (RRID:SCR_010881).

### Bacterial protein expression and purification

For purification of recombinant GST-p65, *Escherichia coli* BL21 DE3 (Agilent Technologies) were transformed with pET-42a-GST-p65. The cultures were induced with 0.5 mm isopropyl β-d-1-thiogalactopyranoside and incubated for 3 h with shaking (150 rpm) at 37 °C. The bacteria were resuspended in buffer containing 50 mm Tris (pH 8.5), 150 mm NaCl, and 10 mm DTT, disrupted by sonication, and centrifuged to remove debris. GST-p65 was purified using GSH–agarose (Sigma) and eluted in buffer containing 50 mm Tris (pH 8), 10 mm DTT, and 10 mm reduced GSH (Promega).

### SPOT synthesis of peptides and overlay analysis

Peptide libraries of USP7 were generated by automatic SPOT synthesis as previously described (21). The interaction of GST and GST-p65 proteins with the peptide array was investigated by overlaying the peptide array membrane with 10 μg/ml of each protein overnight at 4 °C. Bound GST-p65 was measured by immunoblotting with anti-GST antibody (Sigma) and anti-rabbit horseradish peroxidase–conjugated secondary antibody (GE Healthcare) prior to enhanced chemiluminescence (ECL) detection. Specific alanine-scanning arrays were generated using the same procedure, and bound protein was detected and quantified using a digital chemiluminescence scanner (LiCor).

### Western blotting analysis and immunoprecipitation

For Western blotting analysis, whole cell lysates were prepared from cells suspended in radioimmune precipitation assay (RIPA) buffer containing 50 mm Tris-HCl (pH 7.4), 0.1–1% Igepal, 0.25% deoxycholate, 150 mm NaCl, 1 mm EDTA, 1 mm phenylmethylsulfonyl fluoride, 1 mm NaF, 1 mm Na_3_VO_4_, 2 µg/ml aprotinin, 1 µg/ml pepstatin, and 1 µg/ml leupeptin. Lysates were resolved on SDS-PAGE gels and transferred to nitrocellulose, and membranes were immunoblotted with specific antibodies. Anti-p65 was obtained from Santa Cruz Biotechnologies (sc-80089 and sc-372) and Bethyl Laboratories (A301-824A); anti-USP7 was obtained from Bethyl Laboratories (A300-033A); and Santa Cruz Biotechnologies provided anti-p53 (sc-6243), anti-HA (sc-805), anti-c-Rel (sc-71), anti-DAXX (sc-7152), and anti-RelB (sc-226) antibodies. Anti-FLAG (F1804), anti-GST (G7781), and anti–β-actin (SAB 1305567) antibodies were supplied by Sigma. For immunoprecipitation, equal amounts of whole cell extracts were precleared for 30 min at 4 °C with protein G–agarose beads (Millipore) and immunoprecipitated with specific antibody overnight at 4 °C. The beads were washed three times in RIPA buffer and eluted by boiling in 2× sample buffer (100 mm Tris, pH 6.8, 20% glycerol, 4% SDS, 0.2% bromphenol blue, 200 mm β-mercaptoethanol). Equal volumes of eluted immunoprecipitates were analyzed by Western blotting. Ubiquitination assays were carried out as previously described (5). Briefly, the cells were incubated with 10 mm *N*-ethylmaleimide for 30 s and washed in PBS supplemented with 10 mm *N*-ethylmaleimide. The cells were lysed in 1% SDS, boiled for 5 min, and sonicated. Cleared lysates were diluted 1:10 in RIPA buffer supplemented with 20 mm *N*-ethylmaleimide. Immunoprecipitation was performed as above and analyzed by Western blotting to detect ubiquitinated protein.

## Data availability

The microarray data presented have all been deposited in the NCBI GEO database with the following accession number: GSE149478. All remaining data are contained within the article.

## Supplementary Material

Supporting Information

# Supplementary material for: The deubiquitinase USP7 uses a distinct ubiquitin-like domain to deubiquitinate NF-ĸB subunits
**Source:** J Biol Chem. 2020 Jun 25;295(33):11754–63. doi: 10.1074/jbc.RA120.014113
**Supplement:** Supporting Information

The deubiquitinase USP7 uses a distinct ubiquitin-like domain to deubiquitinate NF-κB subunits — USP7 and NF-κB interaction — The deubiquitinase USP7 uses a distinct ubiquitin-like domain to deubiquitinate NF-ĸB subunits — USP7 and NF-ĸB interaction — Supporting Information 

# The deubiquitinase USP7 uses a distinct ubiquitin-like domain to deubiquitinate NF-ĸB subunits

## Supporting Information

- Supporting Information (to be published online) - Supplemental table 1

# Supplementary material for: The deubiquitinase USP7 uses a distinct ubiquitin-like domain to deubiquitinate NF-ĸB subunits
**Source:** J Biol Chem. 2020 Jun 25;295(33):11754–63. doi: 10.1074/jbc.RA120.014113
**Supplement:** Supporting Information

**Supplemental Table 1.** Transcription factor binding sites enriched in the promoter regions of 1008 LPS-induced genes inhibited by HBX 41,108 treatment in mouse bone marrow derived macrophages. Genomic regions 2000bp up- and down-stream of the transcription start site were analysed by HOMER. Shown are the sequence logos of over-represented motifs, the transcription factors, *P* values and the number of genes containing the identified motifs.

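The table rests on HOMER, a program that counts how many sequences of a set contain a short sequence pattern, called a motif, and compares that number with a background set. Each line of the table gives a motif that a family of transcription factors binds. ISRE is the interferon-stimulated response element, the IRF motifs are those of interferon regulatory factors, and PU.1 is a factor of the myeloid lineage. The p65, p65-Rel, and p50,p52 motifs are bound by NF-κB dimers. The P value describes how unlikely so many sequences with the motif would be by chance, given the background, and the number of genes is the number of promoters with at least a single copy. A gene can be counted under several motifs, since the gene numbers of the lines add up to more than the genes analysed. The genes entered the table by their expression on the arrays, where both LPS induction and a decrease with HBX41,108 were required.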

| Motif                                                                               | Name         | P-value | # Genes with motif |
|-------------------------------------------------------------------------------------|--------------|---------|--------------------|
| 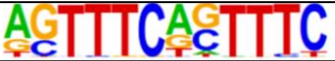   | ISRE         | 1e-37   | 161                |
| 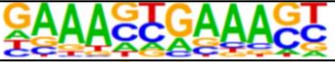   | IRF2         | 1e-28   | 207                |
| 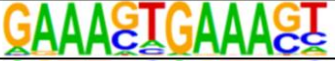   | IRF1         | 1e-26   | 238                |
| 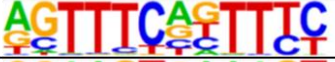   | IRF3         | 1e-20   | 388                |
| 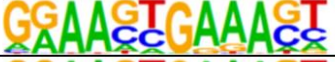   | IRF8         | 1e-19   | 379                |
| 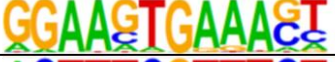   | PU.1         | 1e-8    | 239                |
| 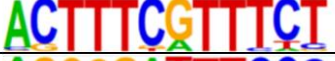   | ISRE         | 1e-8    | 35                 |
| 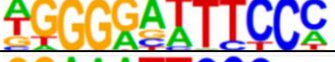   | NFkB-p65     | 1e-5    | 427                |
| 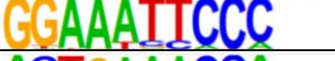   | NFkB-p65-Rel | 1e-5    | 88                 |
| 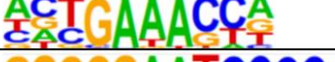  | IRF4         | 1e-5    | 369                |
| 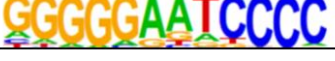 | NFkB-p50,p52 | 1e-3    | 141                |

How the deposited data were processed for this re-analysis (not part of the article)

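Gene expression was measured in murine bone marrow–derived macrophages on 6 one-color Agilent mouse arrays, 2 each of untreated, LPS-stimulated, and LPS+USP7i cells. The condition and replicate of each array came from the sample labels and agree in group with the paper, except for the LPS dose and the age of the mice, for which both values are given in the Results. The study's experiments on protein interactions and ubiquitination have no array data and were not analysed here.

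The authors deposited the scanner files of all arrays, in which the software Agilent Feature Extraction had turned each spot into intensity values: a mean and a median signal, the local background, and a processed signal with the background removed. These intensities had not been normalized between arrays. The authors also deposited a table of log2 values, 1 per spot and array, which their methods describe as quantile-normalized with limma. Set against the scanner files, the 59305 lines of this table matched normexp background correction without an offset on the median spot signal, followed by quantile normalization over all spots (Pearson r = 0.999997, median difference 0.030, largest difference 0.13 on the log2 scale). The deposited table was used as an alternative, and the scanner files for all other values.

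The processed signal was log2-transformed and quantile-normalized over the spots that were not controls. Between 119 and 172 spots per array were flagged as outliers by the software and set missing, and spots of one probe were averaged on the log2 scale. No filter on dim probes was applied. A probe counted as well above background on an array if the software said so of most of its spots. Where a probe was not well above background on any array of a group, only a bound is given: the mean of the brighter group was set against the mean of, per array, the higher of the probe's own value and the lowest value among probes well above background.

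Of 55681 probes, 26762 (48.1%) were named through their accession in the RefSeq table of assembly GRCm38.p6, 3819 through their symbol, and 639 through a synonym held by 1 gene. The other 24461 probes kept the name in the files. Probe positions are those in the files, on build mm9, and no coordinate of the RefSeq table was used, because its assembly is another. The 34787 names tested comprised 22221 RefSeq genes, 4610 genomic regions, and 7956 other names.

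Differences between groups were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with all 3 groups in 1 fit, 3 residual degrees of freedom and 1.05 prior degrees of freedom. The paper names an earlier limma version. P values were adjusted by the Benjamini-Hochberg method over the 55680 probes with a value in every group, and the threshold was an adjusted p of 0.05. Leaving out a replicate leaves its group with 1 array, which is then assumed to vary like the other groups. Gene lists were tested with camera at a preset correlation between genes of 0.01 and with fry, and their p values were adjusted over 6 lists: NF-κB targets, interferon-stimulated genes, p53 targets, NRF2 targets, heat shock genes, and genes of the ATF4 response. The lists, the tests, and the alternatives were fixed before the data were examined, except where a text says otherwise.

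The genes named were *Tnf*, *Il6*, *Il1b*, *Il12b*, *Usp7*, and the genes of 15 further proteins, among them NF-κB subunits, interferon regulatory factors, p53, MDM2, DAXX, and PU.1. To these were added, among genes past the threshold, well above background on both arrays of at least one of the groups compared and without overlap between the groups, the 5 with the largest decrease, the 5 with the largest increase with the inhibitor, and the 5 most induced by LPS, and the 3 genes of each list with the largest change past the threshold. The rule ranks log2 differences, also of probes not well above background in a group, so it chooses genes to name and sets no order of size.

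Both comparisons use the LPS arrays. To gauge what this alone gives, 50 data sets were simulated in which the LPS+USP7i cells had the mean of the LPS cells. Normal noise of limma's posterior variance for each probe was added, and the data sets were put through the same fit. The means were those observed, so chance values of the real LPS arrays counted as true induction. The simulation can therefore understate what shared arrays alone give. The fit was also tested on simulated data for LPS+USP7i minus LPS over 55633 probes. Of these, 200 probes with a mean signal above the median of all probes were changed by 3 on the log2 scale. Recovery of dimmer probes was not tested. The fit recovered 145 of the 200 (72.5%) with 3 false calls. A list of lowered probes had a camera p of 4.28e-190 and a list of unchanged probes 0.212.

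The alternatives were 75th percentile scaling in place of quantile normalization, normexp background correction with an offset of 50, the deposited table of log2 values, dim probes left out (those not well above background on both arrays of any group), flagged spots kept, a trended prior, fits of 2 groups, the replicate number in the fit, each array left out in turn, other rules for several probes of a gene, and a log2 difference of at least 1. A count of RefSeq genes only was added after the data were seen. The occurrence of transcription factor–binding sites was not analysed here, because no genome of the build was used.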

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

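The tests of quantile normalization, and those of the return towards the untreated level and of shared arrays for the gene lists, were chosen after these results had been seen.

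The paper reports on genes that the USP7 inhibitor lowered. Genes that it raised are outside those its text discusses: 1919 genes were higher in LPS+USP7i than in LPS, against 1485 that were lower. Of the 1919, 1076 were repressed by LPS, 732 were not changed by it past the threshold, and 111 were induced by it. Also, 739 of the 1919 (38.5%) were higher than in untreated cells as well. The log2 differences were highest for *Fosl1*, *Hfm1*, *Slc23a3*, *Slc40a1*, and *Cgref1*, each higher on both arrays, with bounds only for some, so their rank is not established. *Slc40a1* rose by 4.76 on the log2 scale (adjusted p = 0.0133) and *Cgref1* by 4.66 (adjusted p = 0.0104). *Fosl1*, *Hfm1*, and *Slc23a3* were not well above background with LPS and rose at least 59.3-fold, 8.69-fold, and 11.9-fold (adjusted p = 0.0104, 0.00987, and 0.0460). The increase of *Slc23a3* passed under 8 of 15 alternatives.

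Some technical explanations were examined for the larger number of raised genes, and none of them could be decided. With 75th percentile scaling in place of quantile normalization, 1713 genes were higher and 1415 lower. Both leave the median change of all genes near 0 (0.0026 and 0.00091), so this exchange does not test whether centring gives the larger number, and normalization stays open. With dim probes left out, 1727 of the 1919 were also called higher, but a probe stayed in if it was well above background in any group, so a rise itself can keep a gene in. This does not test dim probes as the cause of the larger number, and they stay open. Chance values of the LPS arrays enter every one of these changes. Simulated arrays with no effect of the inhibitor gave a median of 0 genes called higher. Their noise followed the variance that the fit assumes, and the adjustment is built to give few calls then. This does not test the chance values of the LPS arrays, and they stay open as the cause of the excess over lowered genes. Without LPS replicate 1, 516 genes were higher and 783 lower, and without LPS replicate 2, 553 were higher and 730 lower. Without LPS+USP7i replicate 1, 1162 were higher and 596 lower. So that more genes rose than fell is not established. Fits of 2 groups called 0 genes with limma, with 4330 higher and 3674 lower at an unadjusted p under 0.05. Without untreated replicate 1 or 2 it also called 0, with 4335 and 4333 higher and 3698 and 3683 lower at that unadjusted p.

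Of the lists of stress and p53 genes, which the paper did not examine in these cells, all 4 were higher with the inhibitor by camera at its preset correlation. NRF2 targets had a median change of 1.43 (adjusted p = 6.94e-18), and 28 of 28 genes were higher. Over all genes tested, 18 of the 28 passed the threshold, and adjusted over the list alone, 26 did. The replicate medians were 1.28 and 1.63. *Hmox1*, *Osgin1*, and *Srxn1* changed most, by 4.53, 4.12, and 3.97 on the log2 scale (adjusted p = 0.0113, 0.0215, and 0.0144). Heat shock genes had a median of 0.57 (adjusted p = 5.35e-06, 15 of 19 genes higher, 8 past the threshold and 11 adjusted over the list alone, against 0 lower past the threshold and 1 adjusted over the list alone), led by *Hspb1*, *Dnajb4*, and *Hsph1*. Genes of the ATF4 response had a median of 0.61 (adjusted p = 1.71e-04, 21 of 30 higher, 11 past the threshold and 15 adjusted over the list alone, against 2 lower past the threshold and 2 adjusted over the list alone), among them *Chac1*, *Trib3*, and *Slc7a11*. p53 targets had a median of 0.34 (adjusted p = 0.0461, 21 of 34 higher, 7 past the threshold and 11 adjusted over the list alone, against 2 lower past the threshold and 7 adjusted over the list alone). The genes lower past the threshold, named after their values were seen, were *Cdkn1a* (−1.06) and *Btg2* (−1.28) among p53 targets and *Nupr1* (−2.14) and *Wars* (−1.08) in the ATF4 response. Among p53 targets *Gdf15* and *Trp53inp1* rose by 4.20 and 2.35, and *Ddit4l*, which was not well above background with LPS, rose at least 5.49-fold. The p53 list did not pass without LPS replicate 1 (median 0.24, adjusted p = 0.115), LPS+USP7i replicate 1 (0.23, adjusted p = 0.154), or LPS+USP7i replicate 2 (0.37, adjusted p = 0.0986). Under fry all 4 lists passed, with adjusted p values of 0.00186 for NRF2 targets, 0.00359 for heat shock genes, 0.00186 for the ATF4 response, and 0.0390 for p53 targets. With the correlation estimated from the arrays none of them passed, with adjusted p values of 0.134 for NRF2 targets and the ATF4 response, 0.159 for heat shock genes, and 0.391 for p53 targets. With each array left out in turn, NRF2 targets passed, with medians between 1.32 and 1.61. Of the 28 NRF2 targets, 1 is also in another list, and all 28 were well above background in untreated cells.

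The explanations tested for NRF2 targets were technical ones and a return to the untreated level. Under 75th percentile scaling their median change lay 1.27 above that of all genes, so quantile normalization did not make it. If genes repressed by LPS had only returned to their untreated level, the list would lie at or below that level in LPS+USP7i cells. It lay above it in both replicates, by 1.08 in the lower one. Chance values of the LPS arrays do not enter LPS+USP7i minus untreated, where the list was also higher (adjusted p = 0.00264 by fry). These values are consistent with a biological response of the NRF2 targets to the treatment, as a hypothesis found and tested on the same arrays. Whether it follows from the inhibition of USP7, from another action of HBX41,108, or from its solvent cannot be answered from these groups, since they hold no second inhibitor and no record used here names a solvent control.

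The same tests were run for the other lists. Under 75th percentile scaling the median change lay above that of all genes by 0.38 for heat shock genes and by 0.58 for the ATF4 response, and both lists passed the threshold there. In LPS+USP7i minus untreated they were higher too, by 0.54 and 0.35 in the lower replicate (adjusted p = 0.00479 for each by fry). So neither the normalization, a return to the untreated level, nor chance values of the LPS arrays accounts for these 2 lists. The same hypothesis of a biological response holds for them, with the same questions on HBX41,108 and its solvent open. This concerns each list as a set. Of the ATF4 response genes named, *Slc7a11* is also in the NRF2 list. *Chac1* and *Trib3* were above untreated cells by 1.18 and 0.66 without passing the threshold in limma (adjusted p = 0.0738 and 0.161). For p53 targets the tests do not decide. Their median lay 0.23 above that of all genes under 75th percentile scaling without passing the threshold (adjusted p = 0.101). In LPS+USP7i minus untreated the median was −0.25, with −0.42 in the lower replicate (adjusted p = 0.0901 by fry), so the normalization, a return towards the untreated level, and chance values of the LPS arrays all stay open.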

How the results depend on the processing

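The restriction to RefSeq genes was chosen after the data had been seen. All the others were set beforehand.

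The decreases of NF-κB targets and interferon-stimulated genes kept their direction under all 18 alternatives. They kept their side of the threshold except that NF-κB targets did not pass among LPS-induced genes (median −1.04, adjusted p = 0.0654), and that neither NF-κB targets (−0.89) nor interferon-stimulated genes (−1.36) passed with the correlation between genes estimated from the arrays. The increases of NRF2 targets, heat shock genes, and the ATF4 response kept both under 15 alternatives of normalization, filter, fit, and arrays. They did not pass with the estimated correlation either, and among LPS-induced genes the 3 heat shock genes had a median of −0.057 and the 4 genes of the ATF4 response one of −0.94. *Tnf*, *Il6*, *Il1b*, and *Il12b* were lower with the inhibitor under each alternative. The cause of the differences listed here was not tested, except where it is given.

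With 75th percentile scaling, 12092 genes were LPS-induced and 200 of them were higher with the inhibitor. The median change of LPS-induced genes was −0.019, and that of p53 targets, 0.23, did not pass. This scaling moves the median of all genes in LPS minus untreated by 0.40, which adds genes to the induced ones. The 2775 genes called induced with quantile normalization had a median change of −0.82 under it, with 84.6% below 0. It called 1713 genes higher and 1415 lower, or 54.8% higher, against 56.4% with quantile normalization. With normexp background correction, 2373 genes were lower, 2886 were higher, and 1679 were induced and lower. There the median change of induced genes was −0.54, and *Il6* (−2.57) and *Il1b* (−3.81) passed. With the deposited log2 values, 51 induced genes were higher, *Il6* (−2.64) and *Il1b* (−3.84) passed, and *Tnf* (−0.82, adjusted p = 0.0508) did not. With dim probes left out, fewer probes were tested: 2362 genes were lower, 1636 were induced and lower, *Il6* (−2.55) and *Il1b* (−3.82) passed, and p53 targets (0.34) did not. *Il1b* (−3.82), which has 1 probe, also passed with a trended prior and in the fit to the mean of the probes of each gene, where the adjustment is over genes and not probes. A log2 difference of at least 1 left 2241 repressed genes, 985 lower, 1112 higher, and 46 induced and higher. With the LPS arrays split between the 2 comparisons, 261 and 258 genes were induced and lower, and the median change of induced genes was −0.50 and −0.55.

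Fits of 2 groups called 0 genes lower, 0 higher, 0 induced and lower, and 0 induced and higher, and neither *Tnf* (−0.78) nor *Il12b* (−5.73) passed. At an unadjusted p under 0.05, limma called 3674 genes lower and 4330 higher in these fits.

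With each array left out in turn, the counts ranged from 1147 to 2590 for LPS-induced genes, from 1636 to 4022 for repressed genes, from 0 to 1194 for lower genes, from 0 to 1909 for higher genes, from 0 to 866 for induced and lower genes, and from 0 to 81 for induced and higher genes. The median change of induced genes ranged from −1.19 to −0.71. *Tnf* ranged from −0.79 to −0.76 and *Il12b* from −6.90 to −4.53, and p53 targets from 0.23 to 0.37. The 0 counts came from the fits without an untreated array. The smallest adjusted p was then 0.0551 without replicate 1 and 0.0554 without replicate 2. At an unadjusted p under 0.05, 3698 and 3683 genes were lower and 4335 and 4333 were higher. Without LPS+USP7i replicate 1, 464 genes were induced and lower, the lowest count among the arrays of the other groups.

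The replicate numbers could mark paired samples. The description of the series says that the samples of a group came from independent experiments, and neither it nor the paper or the labels say that a number marks one experiment across groups. The differences between replicates 1 and 2 correlated between groups, with r of 0.47 for untreated and LPS, 0.40 for untreated and LPS+USP7i, and 0.42 for LPS and LPS+USP7i. Replicate number is also slide column, so this check cannot separate number from column. With a replicate block in the fit, 1124 genes were lower, 1425 were higher, and 751 were induced and lower, and *Tnf* (−0.78, adjusted p = 0.0587), *Il12b* (−5.73, adjusted p = 0.0770), and p53 targets (0.34, adjusted p = 0.0698) did not pass. Nor did *Rela*, *Rel*, *Irf2*, *Shisa3*, *Slc23a3*, *Iigp1*, *Gbp6*, *Gbp2*, and *Trp53inp1*, while *Spi1* passed. All arrays were on 1 slide and in 1 scan, so a fit with slide or scan as a block could not be run. The motif test and its alternatives were not run. Counting RefSeq genes only, 1159 genes were lower, 1544 were higher, and 775 were induced and lower.

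No change that reversed had passed the threshold. *Trp53*, −0.14 with all arrays, was 0.069 without LPS replicate 1 and 0.095 without LPS+USP7i replicate 2, and at the lowest of the fits with an array left out −0.37. *Irf4*, −0.36 with all arrays, was 0.21 and 0.20 in the same fits, and at the lowest of these fits −0.92. *Usp7*, −0.14 with all arrays, was 0.024 without LPS+USP7i replicate 1 and 0.0019 as the mean of its probes, and at the lowest of the fits with an array left out −0.30. Of the values of single named genes under an alternative, leaving out the change of *Tnf*, *Il6*, *Il1b*, and *Il12b* with the inhibitor, 558 kept their direction and their side of the threshold, 171 no longer passed, 15 passed newly, and 6 reversed. Between 42.2% and 46.3% of the spots of an array were well above background. Whether signal over background limits the other results was not tested.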

Differences from the paper's values

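The number of LPS-induced genes lower with the USP7 inhibitor, 1027, was within 1.5 times the paper's 1008. It counts every name on the array, of which 775 matched a RefSeq gene, and it was 912 with the deposited log2 values. The paper does not say which names its 1008 genes cover, so the 2 counts may not be of like units.

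The paper lists *Il6* and *Il1b* among the LPS-inducible genes that the inhibitor reduced. Both were lower here, by log2 changes of −2.55 and −3.82, without passing the threshold (adjusted p = 0.0831 and 0.0607). Among the alternatives set before the data were examined, both passed with normexp background correction (adjusted p = 0.00843 and 0.00323), with the deposited log2 values (0.0278 and 0.0150), and with dim probes left out (0.0196 and 0.0125). *Il1b* also passed with a trended prior (0.0427) and, although it has 1 probe, in the fit to the mean of the probes of each gene (0.0495). Over all alternatives the adjusted p ranged from 0.00843 to 0.245 for *Il6* and from 0.00323 to 0.197 for *Il1b*.

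The paper describes the inhibition of NF-κB target genes as selective. Of the LPS-induced genes, 42.6% of NF-κB targets and 36.8% of the genes in neither the NF-κB nor the interferon list were lower here. Tested against the other LPS-induced genes by camera, the NF-κB targets had an adjusted p of 0.0654. The genes compared were not matched for how strongly LPS induced them.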

Other observations

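The genes of the proteins that the study discusses had these values in LPS+USP7i minus LPS. For the NF-κB subunits, *Nfkb1* fell by 1.45 (adjusted p = 0.0134), *Nfkb2* fell by 1.44 (adjusted p = 0.0215), *Rel* fell by 1.11 (adjusted p = 0.0303), and *Rela*, which encodes p65, fell by 0.54 (adjusted p = 0.0236). *Relb* was lower by a log2 change of −0.48 that did not pass (adjusted p = 0.0766), and its dimmest probe had a change of 0.11. Each of these 5 subunit genes stayed above its untreated level in LPS+USP7i cells, and *Rel* was not well above background in untreated cells. Over the alternatives the adjusted p ranged from 4.39e-04 to 0.0602 for *Nfkb1*, from 0.00222 to 0.0816 for *Nfkb2*, from 0.00891 to 0.158 for *Rel*, and from 0.00731 to 0.105 for *Rela*. *Nfkbia*, an NF-κB target that LPS raised by 3.68, changed by −0.21 with the inhibitor (adjusted p = 0.548).

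Of the interferon regulatory factors, *Irf8* fell by 3.13 (adjusted p = 0.0144) to a level below that of untreated cells (log2 change of −1.71, adjusted p = 0.0223), and *Irf2* fell by 1.53 (adjusted p = 0.0492). The decrease of *Irf8* passed under 12 of 15 alternatives and that of *Irf2* under 9 of 15. *Irf1* changed by −0.51 (adjusted p = 0.371), and its dimmer probe by −1.83 (adjusted p = 0.0120). *Irf3* changed by −0.30 and *Irf4* by −0.36, and neither passed (adjusted p = 0.350 and 0.822). *Spi1*, which encodes PU.1, changed by −1.0 (adjusted p = 0.0526), and *Daxx* by −1.13 (adjusted p = 0.0536). Both passed under some alternatives, *Spi1* under 6 of 15 and *Daxx* under 5 of 15.

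*Usp7* itself changed by −0.14 with the inhibitor (adjusted p = 0.627) and by 0.44 with LPS (adjusted p = 0.104). Its dimmer probe changed by 0.14 with the inhibitor (adjusted p = 0.681). *Trp53* changed by −0.14 (adjusted p = 0.816). *Mdm2*, a p53 target, was higher by 0.99 without passing the threshold (adjusted p = 0.0798), and passed under 3 of 15 alternatives.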
